# RNA-sequencing elucidates the regulation of behavioural transitions associated with the mating process in honey bee queens

**DOI:** 10.1186/s12864-015-1750-7

**Published:** 2015-07-31

**Authors:** Fabio Manfredini, Mark J F Brown, Vanina Vergoz, Benjamin P Oldroyd

**Keywords:** *Apis mellifera*, Mating, Carbon dioxide, Double narcosis, Transcriptomics, RNAseq, Australian honey bees, Gene expression, Behaviour, Brain

## Abstract

**Background:**

Mating is a complex process, which is frequently associated with behavioural and physiological changes. However, understanding of the genetic underpinnings of these changes is limited. Honey bees are both a model system in behavioural genomics, and the dominant managed pollinator of human crops; consequently understanding the mating process has both pure and applied value. We used next-generation transcriptomics to probe changes in gene expression in the brains of honey bee queens, as they transition from virgin to mated reproductive status. In addition, we used CO_2_-narcosis, which induces oviposition without mating, to isolate the process of reproductive maturation.

**Results:**

The mating process produced significant changes in the expression of vision, chemo-reception, metabolic, and immune-related genes. Differential expression of these genes maps clearly onto known behavioural and physiological changes that occur during the transition from being a virgin queen to a newly-mated queen. A subset of these changes in gene expression were also detected in CO_2_-treated queens, as predicted from previous physiological studies. In addition, we compared our results to previous studies that used microarray techniques across a range of experimental time-points. Changes in expression of immune- and vision-related genes were common to all studies, supporting an involvement of these groups of genes in the mating process.

**Conclusions:**

Our study is an important step in understanding the molecular mechanisms regulating post-mating behavioural transitions in a natural system. The weak overlap in patterns of gene expression with previous studies demonstrates the high sensitivity of genome-wide approaches. Thus, while we build on previous microarray studies that explored post-mating changes in honey bees, the broader experimental design, use of RNA-sequencing, and focus on Australian honey bees, which remain free from the devastating parasite *Varroa destructor*, in the current study, provide unique insights into the biology of the mating process in honey bees.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1750-7) contains supplementary material, which is available to authorized users.

## Background

Mating is a key, and complex social behaviour, which is central to reproductive success across the animal kingdom. While mating behaviour has been the focus of numerous phenomenological studies (reviewed in [1]), there is growing interest in elucidating its molecular underpinnings in order to characterize its plasticity and evolution across animal taxa (e.g., [2, 3]). Brain transcriptomes can be used to associate complex behaviours like mating with patterns of gene expression at a genomic scale [2, 3], and to identify conserved molecular pathways across taxa [4, 5]. Such studies have revealed some of the specific molecules responsible for courtship or post-mating changes in behaviour in model organisms ranging from *Drosophila melanogaster* to voles [6–9]. However, the field of behavioural genomics is still in its infancy and further studies are needed to characterize the complexity and plasticity of mating behaviour in non-model organisms (see [10]) and to investigate the existence of genetic toolkits shared across taxa.

Social insects are likely to play a key role in developing our understanding of the molecular underpinnings of mating behaviour and post-mating changes. In social Hymenoptera (ants, some bees and wasps) queens only mate during a short period early in their life and undergo profound behavioural changes after mating, as they transform into nest-bound egg-laying machines. Mated queens have hugely extended lifespans relative to non-reproductive workers or similar solitary female insects [10–12]. Furthermore, because of the specialisation of reproductive and non-reproductive individuals in insect societies, the mating process may trigger sets of trade-offs that are different to those observed in non-social organisms. For example, the trade-off between reproduction and both immunity and longevity seen in solitary invertebrates [13, 14] may be uncoupled in social insects [10–12]. Consequently, studies of social insects may provide unique insights into the molecular mechanisms at play during and after the mating process. Thanks to modern genomic tools, such insights are emerging for ants [15, 16], wasps [17, 18], termites [19, 20], and honey bees [21, 22].

Honey bees (*Apis mellifera*) provide an excellent model system for molecular studies, as the behavioural ecology of mating is well understood. Queens mate on the wing when 6–13 days of age [23]. Virgin queens leave their nest during the afternoon [23], and may fly several kilometres [24] to mate at leks known as drone congregation areas [25]. At the lek they mate with multiple males in quick succession [26], before returning to their nest. About 50 % of queens commence oviposition after one mating flight, while the remainder fly on 1–2 subsequent afternoon(s) and again mate with multiple males [23, 27–29]. Physical stimulation of the *bursa copulatrix* during mating, as opposed to mating flights, contact with drones, or the presence of semen in the spermatheca, is responsible for activating oviposition [30]. Mating is associated with profound behavioural [31] and physiological [32–34] changes that are unrelated to the age of the queen. In particular, virgin queens are photophilic and eager to fly [31], and are aggressive towards other virgin queens [35]. In contrast, mated queens are photophobic, seek the protection of clustered workers and are unlikely to engage in fighting with other queens. Microarray studies have shown that these changes in behaviour and physiology are associated with profound differences in gene expression in the brain [22, 31].

Interestingly, similar physiological and behavioural changes to those found in mated queens are observed in queens subjected to double narcosis with carbon dioxide (CO_2_), providing an elegant tool for dissecting the molecular aspects of post-mating changes [36–40]. Insects possess specialized receptor cells that can detect and measure environmental CO_2_ [41, 42]. Honey bees use these receptors to help regulate CO_2_ concentrations in their nest by wing fanning [43–45]. Narcosis, caused by artificial CO_2_ exposure at much higher concentrations (50 % vs. a maximum of 3 % in the nest), usually triggers oviposition [46–48] by accelerating germ cell differentiation and stimulating the initial differentiation of the vitellarium [49]. It has been hypothesized that CO_2_ might achieve these results by exploiting the carbonic anhydrase pathways, the hypoxia-induced transcription factors or via activation of transferrin [50]. Narcosis can thus be used experimentally to separate the effects of insemination and mating flights from ovary activation on physiology and gene expression. Such studies have shown that treatment of honey bee queens with carbon dioxide stops mating flights, activates ovaries, alters the chemical profiles of mandibular glands, and affects gene expression both globally and for specific key genes such as *dopaminereceptors *[36, 50–52].

Here we examine the effects of the mating process and CO_2_-narcosis on gene expression in the brains of eight day old queen honey bees from an Australian population using RNA-sequencing (RNAseq). We expected CO_2_-treated queens to exhibit gene expression patterns intermediate between virgin and naturally-mated queens. Our study is an important step forward in understanding the relationship between mating and gene expression in honey bees. First, it directly compares the neurogenomics of virgin, CO_2_-treated and naturally-mated honey bee queens within the same study, enabling us to dissect how the mating process, as opposed to just the stimulation of egg-laying, changes gene expression. Second, it is the first RNAseq study of such gene expression, and thus builds on and complements previous studies [21, 22, 31, 50] that have used the informative but less-powerful microarray approach [53].

## Methods

### Biological material

In November 2012 we reared 20 sister queens of standard Australian commercial stock (primarily of Italian *A.m. ligustica* heritage) using standard beekeeping techniques from a single source colony [54]. The day before the young queens were due to emerge from their pupal cells we transferred them to an incubator at 35 °C and emerged them in individual glass vials [54]. At one day of age we paint-marked the queens and introduced each of them into their own nucleus colony. The entrance of each hive was covered with a queen excluder – a grid that allows workers to exit and enter, but confines the larger queens within the hive.

When the queens were 6 days old we randomly assigned the twenty queens to one of three treatments: *1) Mated queens* (*n* = 7) were queens that successfully participated in a mating flight. Early afternoon of the 6^th^ day, we removed the queen excluders, and then monitored the entrances until mating flights with successful mating (as indicated by a mating plug) were observed. *2) CO*_*2*_*-treated queens* (*n* = 7) were subjected to 10 min of CO_2_-narcosis on day 6 and on day 7. The seven caged queens were placed in a zip-lock plastic bag, which was then flushed with compressed CO_2_ until all queens were completely immobile, and sealed for 10 min. Queens were released in their individual colonies after treatment on both days. *3) Virgin queens* (*n* = 6) were caged along with the CO_2_-treated queens, but were returned to their respective colonies without narcosis.

All queens were harvested 2 days after treatment when they were 8 days old, at the same time of day (15:00 h), directly into liquid nitrogen and then stored at −80 °C. We used 4 queens per treatment group for RNAseq (total = 12 samples).

### Dissections and RNA isolation

Queens were stored at −80 °C prior to dissection. Abdomens were dissected to examine ovary activation and the presence or absence of semen in the spermatheca. All mated queens had activated ovaries (defined as possessing developing eggs) and semen in their spermathecae, while no eggs or semen were detected in virgin and CO_2_-treated queens. Head capsules were removed and brains were dissected over dry ice [55]. Brains were placed individually in Trizol and macerated to breakdown tissue. After addition of chloroform, samples were briefly vortexed and then centrifuged at 12,000 g for 15 min at 4 °C to generate an aqueous phase. After addition of isopropyl alcohol, the aqueous phase was again vortexed and centrifuged (10 min) to produce a pellet. The pellet was then washed with 75 % ethanol prior to drying and redissolving in ddH_2_O. The dissolved RNA was treated with DNAse I buffer (Ambion) to remove gDNA contaminations, prior to centrifugation and collection of the aqueous phase.

The RNA content of the sample and the purity of the extracts were assessed using a NanoDrop™ 1000 spectrophotometer (Thermo Scientific Inc., Bremen, Germany).

### RNA-sequencing

We sequenced RNA with an Illumina HiSeq system using 2 lanes of a plate (6 samples per lane) and producing 50 bp single-end reads. Reads were checked with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) for quality control and were subsequently processed with Trimmomatic [56] to remove adapters and low quality bases: reads less than 36 bases long were filtered out (Additional file 1). We also dropped reads that matched ribosomal RNA sequences (rRNA) by means of SortMeRna [57]. Surviving reads were aligned with TopHat for Illumina [58] to the latest version of the honey bee genome (*Apis mellifera* Assembly 4.5) available on BeeBase (http://hymenopteragenome.org/beebase/?q=download_sequences) by using the Galaxy web-based platform (https://usegalaxy.org/). Mapped reads were converted into raw read counts with SAMtools idxstats [59] and these were used to quantify differential gene expression.

### Analysis of gene expression

Raw read counts were analysed with R using the edgeR package from Bioconductor [60]. Read counts were log_2_ transformed to correct for the skew to zero and large values. Only genes with at least 10 reads per sample were kept in the analysis (12,992 genes). Normalization was performed with Trimmed Mean of M-values (TMM), a method that is implemented in the edgeR Bioconductor package [61]. We detected differential levels of gene expression using a modified Fisher’s exact test that takes into account both dispersion and multiple samples. Finally, raw *P*-values for each gene were corrected for multiple comparisons setting a false discovery rate (FDR) of 5 %.

For global analyses of gene expression we used hierarchical clustering (Ward method) and principal component analysis in JMP Pro 10.0 (SAS, Cary, NC). To perform Gene Ontology (GO) analyses we obtained *Drosophila melanogaster* orthologs with BLAST (http://blast.ncbi.nlm.nih.gov/Blast.cgi) for honey bee genes that were significantly differentially expressed between treatments and computed functional annotation clustering in DAVID version 6 [62, 63] with medium stringency and a cutoff of *P*-value < 0.05. To identify overrepresented biological functions (enrichment analysis) we compared the annotation composition in our list of differentially expressed genes to that of a population background composed of all the honey bee genes with *Drosophila* orthologs.

### Comparative studies

We used Venny (http://bioinfogp.cnb.csic.es/tools/venny/index.html) to overlap *D. melanogaster* ortholog matching lists of significantly differentially expressed genes and a Hypergeometric test (http://nemates.org/MA/progs/overlap_stats.html) to assess whether genes overlapping between studies occurred significantly more often than expected by chance. We compared our study to three microarray studies [22, 31, 50] and one qPCR study [64] on honey bee gene expression after either mating or CO_2_-narcosis (for more details see Results and Additional files 2, 3, 4, 5, 6, 7). For comparisons with microarray studies, we first overlapped whole datasets from each study to identify potential candidate genes for mating behaviour and response to carbon dioxide and performed GO analysis on them. We also performed overlap analyses on genes from pairwise comparisons of interest to evaluate the level of agreements across studies.

## Results

### RNA-sequencing

The sequencing produced 30 million reads per sample on average (min 22,298,993 and max 39,301,839, see Additional file 1). 

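The brains of 12 queens were each sequenced as 1 library, from 4 virgin, 4 mated and 4 CO2-treated sister queens. All were 8 days old and were sampled 2 days after the first treatment. The virgin queens were caged without narcosis, and the CO2-treated queens had 2 sessions of narcosis of 10 minutes each. The authors deposited the number of reads counted on each of 15314 genes, without normalization, and a second table in which the same counts had been standardized. Between 12434733 and 20677514 reads per queen were counted on genes, with a median of 14962900 in virgin queens, 18111800 in mated queens and 16660400 in CO2-treated queens. These counts made up between 51.7% and 76.4% of the mapped reads that the paper lists for each queen in Additional file 1. At these depths the smallest detectable share of a library (3 counts) was between 0.145 and 0.241 CPM (counts in 1e+06 counts of the library), a floor that covers counting error only. Of the 15314 genes, 1094 had no count in any queen, and the 13038 genes with at least 10 counts summed over the 12 libraries were tested. Counts were normalized by edgeR's TMM method, whose factors ranged from 0.556 in mated queen 6 to 1.37 in virgin queen 2. Differences were tested with edgeR's quasi-likelihood F-test on all 12 queens together, with Benjamini-Hochberg adjustment and an adjusted p under 0.05. CPM values below are TMM-normalized, and log2 fold changes are given as the first-named group over the second.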

About 7 % of total reads were dropped during the filtering steps and a further 4 % were excluded as ribosomal RNA. On average, 98 % of surviving reads per sample were aligned to single locations in the honey bee genome.

### Global analysis of gene expression

A total of 1088 genes were significantly differentially expressed (FDR < 0.05) in at least one of three pairwise comparisons across treatments (see below); this represents 7.10 % of the 15,314 coding sequences present in the honey bee genome. 

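With edgeR's quasi-likelihood test, 180 genes had an adjusted p under 0.05 in at least one of the 3 pairwise comparisons of mated, virgin and CO2-treated queens, and 7 of them are on none of the lists of Additional files 8, 10 and 12. The setting that moved this number most was scaling by total counts without TMM factors, which gave 4411 genes. That scaling shifted the median log2 fold change of all genes to -0.79 between mated and virgin queens, against -0.08 with TMM. One gene, GB49544, took between 13.7% and 42.7% of the counts of each mated queen and between 0.153% and 5.02% of the counts of each other queen. The exact test of edgeR with one common dispersion for all genes, in place of the quasi-likelihood test, gave 1087 genes. Across the 12 fits that each left out one queen, the number ranged from 45 to 319. In simulated counts with 4 queens per group and 200 genes changed 4-fold, the quasi-likelihood test recovered 85.5% of the changed genes, and 5.52% of its 181 calls were unchanged genes. The exact test with one common dispersion recovered 96.0% of the changed genes, and 33.6% of its 289 calls were unchanged genes. Each gene was drawn independently, with a dispersion estimated from these queens, and changed genes had an average log2 CPM of at least 1. Genes that vary together between queens were not simulated, so these rates need not hold in the queens.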

We performed a hierarchical clustering analysis on this set of genes to identify common patterns of gene expression across individual samples. 

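The 12 queens were clustered by Ward's method on the Euclidean distance between their log2 CPM values (prior count 2) over the 180 genes with an adjusted p under 0.05. The first split put all 4 mated queens on one side and all 8 virgin and CO2-treated queens on the other. The same split appeared with average linkage, with a distance of 1 minus Pearson's correlation, with each gene scaled to unit variance, and without TMM factors. In each of the 12 clusterings of the same 180 genes that left out 1 queen, the remaining mated queens stood apart from all other queens. The genes were not tested again, so the queen left out had still helped to choose them. These genes had been selected as differing between the groups. Over all 13038 genes tested, and over the 1000 genes with the largest variance, only 3 of the 4 mated queens stood on their own side, and mated queen 1 joined the virgin and CO2-treated queens. On the first component of all genes, which held 35.3% of the variation among queens, mated queen 1 scored 14.1, within the range of the virgin and CO2-treated queens from -9.10 to 60.3, and the other mated queens scored from -80.9 to -43.7.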

We obtained a clear separation of our samples into two groups: mated queens clustered alone while virgin queens and CO_2_-treated clustered together forming a separate macro-group (Figure 1). This suggests that the mating treatment was the major driver of gene expression in the honey bee brain.

**Fig. 1:**
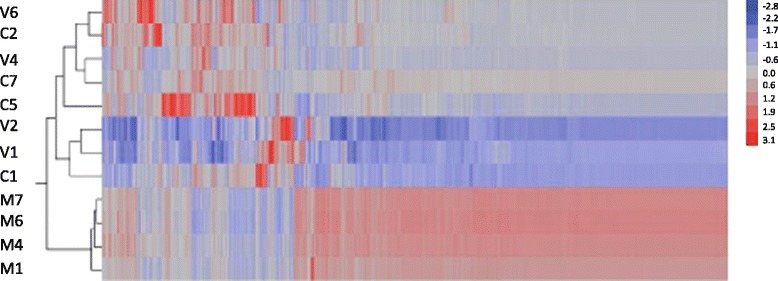
Patterns of gene expression in individual queens. The Heatmap was obtained after hierarchical clustering analysis of log_2_-transformed and normalized read counts that corresponded to 1088 genes significantly differentially expressed across treatments. The analysis shows that mated queens cluster separately as compared to virgin and CO_2_-treated queens. Genes in red are significantly up-regulated while genes in blue are significantly down-regulated. V = virgin, M = mated, C = CO_2_-treated

We also performed a principal component analysis on the same set of 1088 significantly differentially expressed genes (Fig. 2). Again, most of the changes in gene expression (77 %) were associated with the mating process: mated queens clustered on the opposite side of the chart compared to virgin and CO_2_-treated queens. 

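The means of log2 CPM of the 3 groups over the 180 genes were entered into a principal component analysis, with genes as observations. The first component held 90.7% of the variation among group means, with weights of -0.81 for mated queens, 0.50 for virgin queens and 0.30 for CO2-treated queens. Leaving out 1 queen at a time, over the same 180 genes, gave shares between 89.0% and 92.1%. The genes were not tested again, so the queen left out had still helped to choose them. The alternative that moved the share most was the use of all 13038 genes in place of the 180, which gave 72.8%. With the 12 queens in place of the 3 group means, the first component held 79.5% of the variation. On that component the mated queens scored from 10.2 (mated queen 1) to 27.7, and the other 8 queens scored from -17.8 to -4.44. From the hierarchical clustering, the paper proposes that mating was the major driver of gene expression in the brain, and it then states from the components of its own 1088 genes that most changes were associated with mating.

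**Figure D1:**
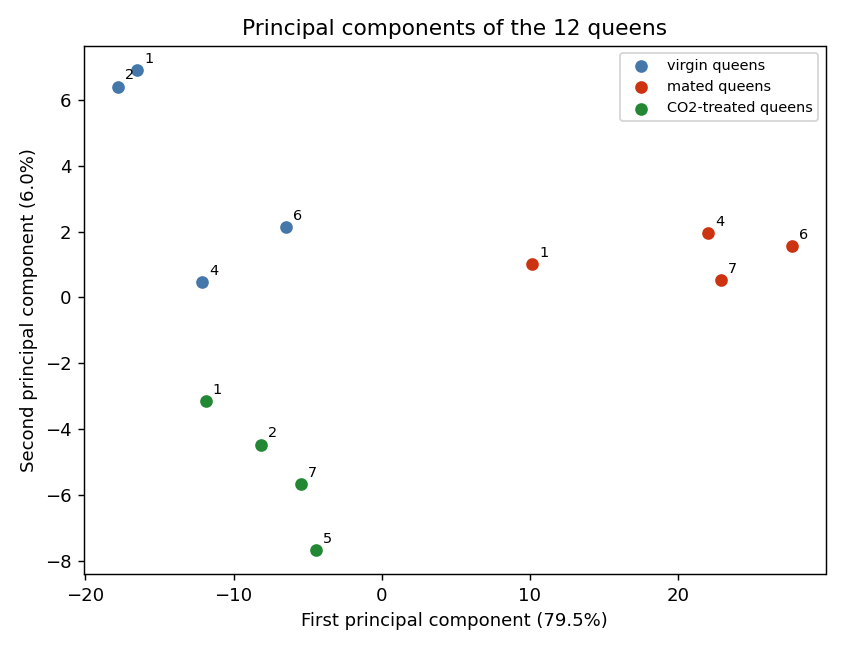
Scores of the 12 queens on the first (79.5% of variation, horizontal axis) and second (6.03%, vertical axis) principal components of log2 CPM over the 180 genes. Each point is 1 queen, numbered as in the paper; the mated queens lie at 10.2 and above on the first component.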

Only 23 % of the difference in gene expression was associated with CO_2_-treatment as compared to virgin queens.

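The second component of the group means held 9.30% of the variation among them, and its weights were 0.76 for CO2-treated queens, -0.64 for virgin queens and -0.11 for mated queens. Its share was 27.2% over all genes tested and between 7.94% and 11.0% when one queen was left out. In the analysis of individual queens the second component held 6.03% of the variation, and the 4 virgin queens scored from 0.470 to 6.90 and the 4 CO2-treated queens from -7.67 to -3.14, without overlap.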

**Fig. 2:**
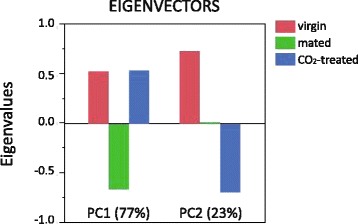
Multivariate analysis of gene expression after mating and double narcosis with CO_2_. The principal component analysis of 1088 significantly differentially expressed genes shows that the difference was primarily due to the mating process (77 %) and to a minor extent the CO_2_ treatment (23 %)

### Pairwise comparisons between treatments

#### Mated vs. virgin queens

Pairwise analysis of gene expression between treatments revealed a large set of genes that were significantly differentially expressed between mated and virgin queens: 829 genes at FDR < 0.05 (Fig. 3 and Additional file 8). 

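Between mated and virgin queens, 157 of 13038 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test. The authors gave the queens of the groups numbers, and 3 of them (1, 4 and 6) occur in both groups, although each number names a different animal in each group. Across genes, which are not independent replicates, the deviations of same-numbered queens of different groups from their group means had a mean correlation of 0.173 over 7 pairs (from -0.284 to 0.514), against -0.0286 over the 41 other pairs. The highest values were between CO2-treated queen 1 and virgin queen 1 (0.514) or mated queen 1 (0.401). Virgin and mated queen 1 had 0.0979. All queens numbered 1 also carry a suffix in their sample names, so number and suffix cannot be told apart for them. With the queen number as a block, 177 genes had an adjusted p under 0.05, of which 157 were up-regulated and 20 down-regulated in mated queens, and 91 of these were among the 157 genes of the test without the block. The largest number came from total counts without TMM factors, with 4398 genes, of which 160 were up-regulated and 4238 down-regulated. With one common dispersion in edgeR's exact test, 829 genes passed the threshold. The 8 fits that each left out one of these queens gave between 28 and 279 genes. In 147 of the 157 genes, the log2 CPM values of the 4 mated and the 4 virgin queens did not overlap. Over all genes tested, 5.88% were without overlap, against 2.86% by chance.

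**Figure D2:**
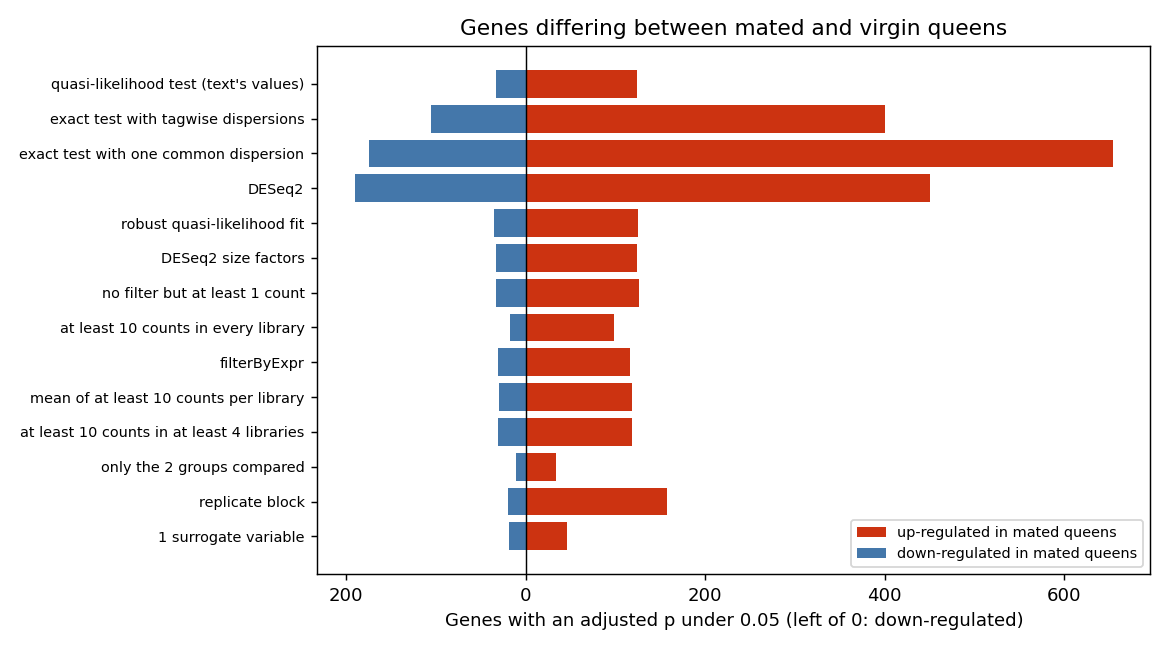
Number of genes with an adjusted p under 0.05 between mated and virgin queens under each setting chosen before the data were examined, apart from leaving out a queen and from total counts without TMM factors (160 up-regulated, 4238 down-regulated). Bars to the right of 0 count genes up-regulated in mated queens and bars to the left count genes down-regulated; the quasi-likelihood test is the top bar.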

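By the quasi-likelihood test, 124 genes were up-regulated and 33 were down-regulated in mated queens against virgin queens. The 3 largest rises without overlap between the queens of the 2 groups, among genes past the threshold with an average log2 CPM of at least 1, were in GB46223, GB55263 and GB40699, and the 3 largest falls were in GB53114, GB52375 and GB42799. GB40699, whose Drosophila ortholog is CG7509, had 52.9 ± 58.7 CPM (SD, n = 4) in mated queens and 1.02 ± 0.623 CPM (SD, n = 4) in virgin queens, a log2 fold change of 5.72 (standard error 0.79, adjusted p = 0.00627 by edgeR's quasi-likelihood test). Every one of the 8 fits that left out a queen kept GB40699 past the threshold, with log2 fold changes from 4.51 to 6.19. GB53114 (ortholog CG32654) had 0 to 6 counts in the mated queens and 56 to 2054 in the virgin queens, a log2 fold change of -8.75 (standard error 1.75, adjusted p = 0.0300 by edgeR's quasi-likelihood test). It stayed past the threshold in 2 of the 8 fits that left out a queen, and mated queen 4 held 6 of the 7 counts of its group. GB42799 (ortholog CG10407) had 1.41 ± 0.656 CPM (SD, n = 4) in mated queens and 14.7 ± 5.39 CPM (SD, n = 4) in virgin queens, a log2 fold change of -3.35 (standard error 0.43, adjusted p = 0.00500 by edgeR's quasi-likelihood test), and passed in 8 of the 8 fits. A block for the queen number gave adjusted p values by edgeR's quasi-likelihood test of 0.00710 for GB40699, 0.0439 for GB53114 and 0.0243 for GB42799.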

Of these, 654 genes were up-regulated and 175 were down-regulated in mated queens. Our GO analysis was based on the 475 *D. melanogaster* orthologs for these genes. Six metabolic pathways and 28 GO terms were significantly overrepresented (Table 1 and Additional file 9). 

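The genes that Additional file 9 lists under each GO term were looked up among the genes tested between mated and virgin queens. No term was tested for enrichment, as the terms of the genes outside these lists were not analysed here. Of the 15 sensory perception genes, 3 had an adjusted p under 0.05 by edgeR's quasi-likelihood test (GB46226 up-regulated, GB53372 and GB52376 down-regulated), and 5 were higher and 10 lower in mated queens. None of the 8 detection of stimulus genes passed the threshold, the lowest adjusted p being 0.0508. Among the 7 fatty acid metabolic process genes, all higher in mated queens, GB55263 and GB40681 passed. No gene passed among the 11 defense response genes (10 higher in mated queens), the 3 melanization genes (all higher) and the 7 innate immune response genes (6 higher). With adjustment over each list alone, 12 of the 15 sensory perception genes passed, 7 of the 8 detection of stimulus genes, 5 of the 7 fatty acid genes, 9 of the 11 defense response genes, all 3 melanization genes and 6 of the 7 innate immune genes. The lists hold genes that the paper called in these same libraries, so these counts show no stability. In the test with the queen number as a block, the genes past the threshold were 2 for sensory perception, 1 for detection of stimulus, 3 for fatty acids, 4 for defense response, 2 for melanization and 3 for innate immune response. With one common dispersion in the exact test, every gene of these lists passed.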

Of particular interest were GO terms associated with the following key biological processes: sensory perception (*P*-value = 0.011*,* 15 genes, up-regulated in mated = 5, down-regulated = 10), detection of stimulus (*P*-value = 0.040, 8 genes, up-regulated in mated = 2, down-regulated = 6), multiple metabolism-related GO terms such as the fatty acid metabolic processes (*P*-value =0.015, 7 genes, all up-regulated in mated) and the immune-related GO terms defense response (*P*-value = 0.009, 11 genes, up-regulated in mated = 10, down-regulated = 1), melanisation defense response (*P*-value = 0.012, 3 genes, all up-regulated in mated) and innate immune response (*P*-value = 0.015, 7 genes, up-regulated in mated = 6, down-regulated = 1). See Additional file 9 for a list of the genes associated with these GO terms.

**Fig. 3:**
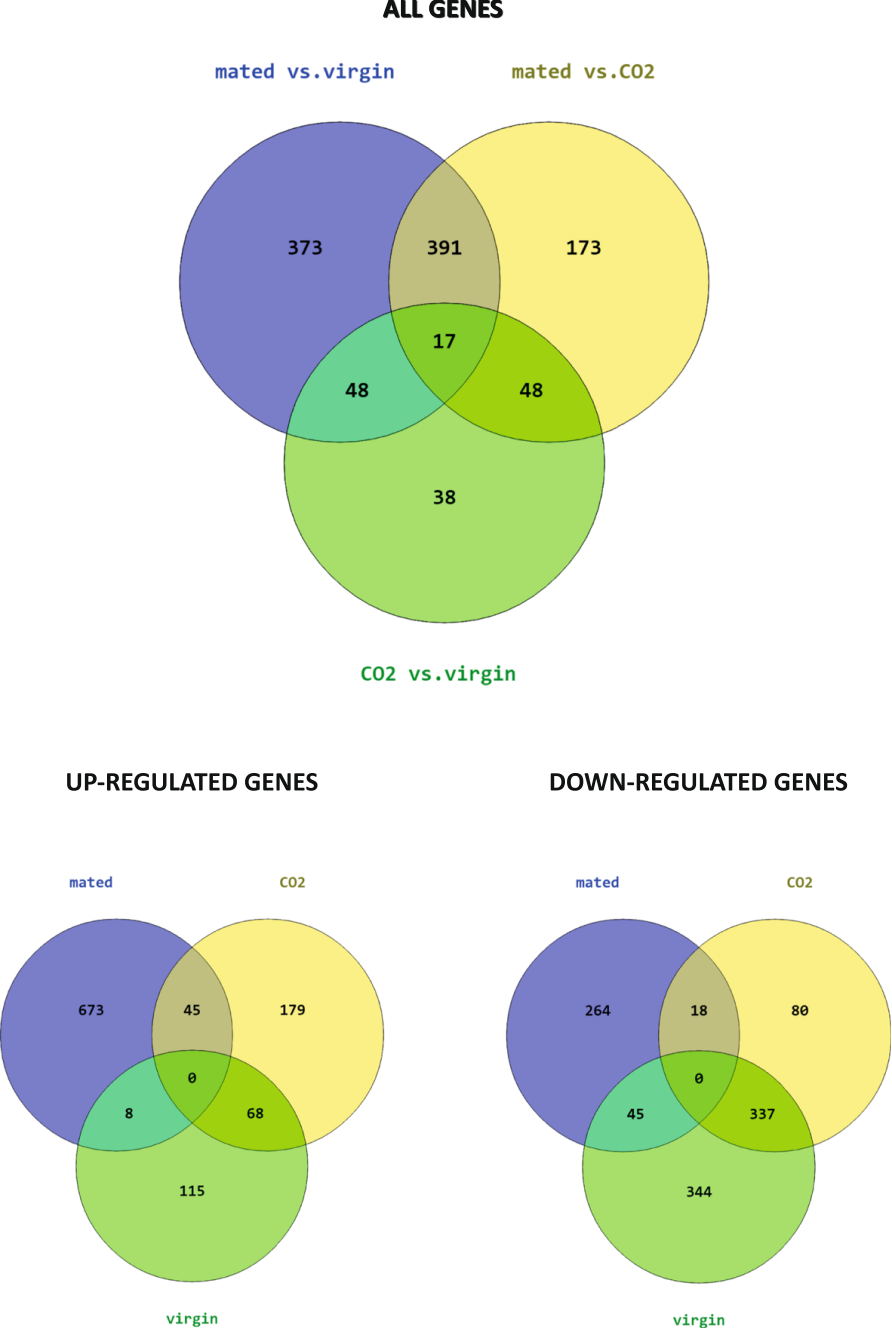
Pairwise comparisons of gene expression between treatments. ALL = genes that were significantly differentially expressed between treatment groups. UP = total numbers of unique genes that were up-regulated across all comparisons for each treatment group. DOWN = total numbers of unique genes that were down-regulated across all comparisons for each treatment group

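Of the 180 genes past the threshold of the quasi-likelihood test, 94 passed only between mated and virgin queens, 21 only between mated and CO2-treated queens and none only between CO2-treated and virgin queens. Both comparisons with mated queens shared 63 genes, and all 63 had changed in the same direction in mated queens. The same mated queens enter both comparisons, which favours the same direction. The 2 genes past the threshold between CO2-treated and virgin queens also passed between mated and CO2-treated queens, and no gene passed in all 3 comparisons. A gene past the threshold in 1 comparison and not in another was not tested for a difference between the comparisons.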

**Table 1:** Summary of Gene Ontology Analysis of differentially expressed gene lists. The analysis is based on *D. melanogaster* orthologs matching honey bee genes that were significantly differentially expressed between treatment groups. Only GO terms and KEGG pathways that were significantly overrepresented (medium stringency, *P*-value < 0.05) are shown in the table. Benjamini corrections for multiple testing are provided alongside corresponding *P*-values

	Category	Term	Genes	*P-*Value	Benjamini
mated vs. virgin		carbohydrate metabolic process	30	*3.33E-05*	0.022
		organic acid metabolic process	27	*1.79E-04*	0.076
		amine metabolic process	26	*1.00E-03*	0.209
		defense response	11	*0.009*	0.778
		sensory perception	15	*0.011*	0.782
		melanization defense response	3	*0.012*	0.764
	biological process	cellular amino acid metabolic process	16	*0.015*	0.76
		fatty acid metabolic process	7	*0.015*	0.737
		innate immune response	7	*0.015*	0.737
		carbohydrate catabolic process	8	*0.017*	0.752
		tissue development	30	*0.026*	0.805
		detection of stimulus	8	*0.04*	0.805
		sodium ion transport	6	*0.041*	0.794
	cellular component	myofibril	5	*0.002*	0.035
		membrane part	81	*0.003*	0.046
		proteinaceous extracellular matrix	7	*0.006*	0.071
		plasma membrane	39	*0.009*	0.093
		cofactor binding	19	*7.91E-05*	0.022
		monooxygenase activity	12	*0.002*	0.151
		lipase activity	10	*0.004*	0.214
		FAD binding	8	*0.005*	0.227
		vitamin binding	10	*0.008*	0.259
	molecular function	sugar transmembrane transporter activity	5	*0.014*	0.29
		transcription factor activity	23	*0.018*	0.325
		receptor activity	27	*0.018*	0.318
		transforming growth beta receptor binding	3	*0.023*	0.336
		identical protein binding	11	*0.03*	0.368
		sulfate transmembrane transporter activity	3	*0.037*	0.424
	metabolic pathways	Starch and sucrose metabolism	7	*0.003*	0.081
		Glycolysis / Gluconeogenesis	7	*0.004*	0.061
		Retinol metabolism	5	*0.006*	0.058
		Arginine and proline metabolism	7	*0.006*	0.051
		beta-Alanine metabolism	5	*0.013*	0.087
		Lysine ddegradation	5	*0.05*	0.192
mated vs. CO_2_	biological processes	aromatic amino acid family process	5	*0.003*	0.757
		sensory perception	11	*0.024*	0.995
		monocarboxylic acid metabolic process	7	*0.031*	0.992
		tissue development	22	*0.032*	0.987
		response to organic substance	8	*0.044*	0.992
	cellular component	membrane	70	*1.00E-03*	0.014
		muscle myosin complex	3	*0.004*	0.053
		extracellular region part	8	*0.032*	0.255
	molecular function	sugar transmembrane transporter activity	5	*0.006*	0.222
		transporter activity	33	*0.007*	0.246
		retinal binding	3	*0.018*	0.394
		lipase activity	6	*0.033*	0.545
		olfactory receptor activity	5	*0.037*	0.551
CO_2_ vs. virgin	biological process	cognition	7	*0.004*	0.105
	cellular component	rhabdomere	4	*1.00E-03*	0.01
		membrane	21	*0.001*	0.012
		cell projection	5	*0.004*	0.039
		integral to membrane	12	*0.056*	0.333
	molecular function	monooxygenase activity	5	*3.09E-04*	0.054

#### Mated vs. CO_2_-treated queens

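Between mated and CO2-treated queens, 86 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test, with 68 up-regulated and 18 down-regulated in mated queens, and 84 of them are on the list of Additional file 10. When the queen number, which 2 pairs of queens of these groups share (1 and 7), entered as a block, 10 genes passed, 5 of them up-regulated and 5 down-regulated, and 5 were among the 86. The block left 4 residual degrees of freedom, against 9 without it. The exact test with one common dispersion moved the number most, to 627 genes. When one of the 8 queens was left out, the number ranged from 18 (without mated queen 7) to 179 (without mated queen 1). The queens of the groups did not overlap in 85 of the 86 genes, nor in 10.8% of all genes tested, against 2.86% by chance.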

There were 629 significantly differentially expressed (FDR < 0.05) genes between mated and CO_2_-treated queens (Fig. 3 and Additional file 10): 409 genes were up-regulated and 220 were down-regulated in mated queens. GO analysis of the matching 310 *D. melanogaster* orthologs revealed that 13 GO terms were significantly overrepresented (Table 1 and Additional file 11), including sensory perception (*P*-value = 0.024*,* 11 genes, up-regulated in mated = 4, down-regulated = 7) and response to organic substance (*P*-value = 0.044, 8 genes, up-regulated in mated = 5, down-regulated =3). 

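Of the 11 sensory perception genes of Additional file 11, 4 were higher and 7 lower in mated queens than in CO2-treated queens, and 1, GB52376, had an adjusted p under 0.05. Of the 8 genes of response to organic substance, 5 were higher and 3 lower, and GB44263 (ortholog CG7097) passed, with a log2 fold change of -1.20 (standard error 0.22, adjusted p = 0.0260 by edgeR's quasi-likelihood test). Mated queen 7, at 32.1 CPM, lay apart from the other mated queens at 24.3 to 25.2 CPM for this gene. With adjustment over each list alone, 8 of the 11 and 4 of the 8 genes passed, and with the queen number as a block none of either list did. Among genes past the threshold with an average log2 CPM of at least 1, the 3 largest falls in mated queens without overlap were in GB44248, GB52376 and GB54776, and the 3 largest rises were in GB40699, GB55263 and GB46629. GB46629, which Additional file 10 gives no ortholog name, had 61.4 ± 41.8 CPM (SD, n = 4) in mated queens and 1.98 ± 0.916 CPM (SD, n = 4) in CO2-treated queens, a log2 fold change of 4.95 (standard error 0.80, adjusted p = 0.0163 by edgeR's quasi-likelihood test). GB40699 had 0.934 ± 0.285 CPM (SD, n = 4) in CO2-treated queens and a log2 fold change of 5.80 (standard error 0.79, adjusted p = 0.00544 by edgeR's quasi-likelihood test) in favour of mated queens, and it passed in 8 of the 8 fits that left out a queen. GB54776 (ortholog CG15343) had 27.4 ± 6.66 CPM (SD, n = 4) in mated queens and 269 ± 224 CPM (SD, n = 4) in CO2-treated queens, a log2 fold change of -3.30 (standard error 0.58, adjusted p = 0.0230 by edgeR's quasi-likelihood test). Of the same 8 fits, GB54776 passed in 4, GB46629 in 3 and GB44263 in 2.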

See Additional file 11 for a list of the genes associated with these GO terms.

#### CO_2_-treated vs. virgin queens

A much smaller set of 151 genes were significantly differentially expressed (FDR < 0.05) between CO_2_-treated and virgin queens (Fig. 3 and Additional file 12): 117 genes were up-regulated and 34 were down-regulated in CO_2_-treated queens. 

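Only 2 genes had an adjusted p under 0.05 between CO2-treated and virgin queens by edgeR's quasi-likelihood test, both up-regulated in CO2-treated queens, and 758 genes had an unadjusted p under 0.05. GB49390, whose Drosophila ortholog is Lar, had 234 ± 48.4 CPM (SD, n = 4) in CO2-treated queens and 58.8 ± 13.4 CPM (SD, n = 4) in virgin queens, a log2 fold change of 1.99 (standard error 0.21, adjusted p = 0.00482 by edgeR's quasi-likelihood test), and passed the threshold in 8 of the 8 fits that left out a queen. GB44248 (ortholog PQBP-1) had 15.6 ± 5.15 CPM (SD, n = 4) in CO2-treated queens and 2.37 ± 0.799 CPM (SD, n = 4) in virgin queens, a log2 fold change of 2.70 (standard error 0.37, adjusted p = 0.0351 by edgeR's quasi-likelihood test). It passed in 1 of the 8 fits that left out a queen, with log2 fold changes from 2.49 to 2.86. Against mated queens, the same genes were also up-regulated in CO2-treated queens, with a log2 fold change of -1.63 (adjusted p = 0.00416 by edgeR's quasi-likelihood test) for GB49390 and of -3.93 (adjusted p = 0.00129 by the same test of edgeR) for GB44248, as mated over CO2-treated queens. With the queen number as a block, shared by 2 pairs of queens (1 and 2), no gene passed and 735 had an unadjusted p under 0.05. The exact test with one common dispersion gave 151 genes, of which 117 were up-regulated and 34 down-regulated. In the queens of these 2 groups, 4.43% of all genes were without overlap, against 2.86% by chance.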

The 59 *D. melanogaster* orthologs for these genes produced 6 significantly overrepresented GO terms (Table 1 and Additional file 13), including the biological process cognition (*P*-value = 0.004*,* 7 genes, up-regulated in CO_2_-treated = 1, down-regulated =6). 

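None of the 7 cognition genes of Additional file 13 had an adjusted p under 0.05 by the quasi-likelihood test, the lowest being 0.807. One of them, GB46223, was higher and 6 were lower in CO2-treated queens, and the values of the 2 groups overlapped in all 7. With adjustment over the list alone, 3 of the 7 passed, and with the queen number as a block none did over all genes. DESeq2 called none of the 7, and the exact test with one common dispersion called all of them.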

See Additional file 13 for a list of the genes associated with this GO term.

### Comparative studies

In order to compare our RNAseq analysis of the honey bee mating process and CO_2_-treatment to previous research addressing similar questions with the microarray technique, we overlapped lists of significantly differentially expressed genes from our study and the three following studies: 1) Kocher et al. [22], where the authors examined brain gene expression in virgin, mated and egg-laying honey bee queens, providing obvious potential comparisons with our mated queens; 2) Kocher et al. [31], where they examined the effects of mating and instrumental insemination with saline or semen on gene expression in the brains of honey bee queens, providing useful comparisons with both our mated and CO_2_-treated queens (as instrumental insemination involves CO_2_-treatment); 3) Niño et al. [50], where the brain transcriptomic profile was evaluated in virgin, CO_2_-treated, and physically manipulated honey bee queens (i.e., exposed to CO_2_ and sham-inseminated), providing valuable comparisons for our CO_2_-treated queens.

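The genes that Additional files 3, 4 and 5 list as shared with the earlier studies were matched to honey bee genes through the Drosophila ortholog identifiers of Additional files 8 and 12. The 24 orthologs of Additional file 3 matched 31 honey bee genes, of which 25 were higher and 6 lower in mated than in virgin queens, and 11 had an adjusted p under 0.05 by edgeR's quasi-likelihood test (10 up-regulated, 1 down-regulated). For Additional file 4, 11 orthologs matched 22 genes, with 16 higher and 6 lower, and 4 up-regulated genes passed. The 2 orthologs of Additional file 5 matched 3 genes, all higher in CO2-treated than in virgin queens, and none passed. The orthologs of all genes tested were not analysed here, so the size of the overlap was not tested.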

Very few genes were shared across studies for the focal pairwise comparisons, resulting in a lack of statistically significant overlap (see Figs. 4 and 5 and Additional files 2, 3, 4, 5, 6, 7 for details on these analyses). In contrast, at the whole dataset level, a significant number of differentially expressed genes were shared between our study and Kocher et al. [31]. However, no significant overlap was found in comparisons with data from Kocher et al. [22] and Niño et al. [50] (see Additional files 2 and 7). At the coarser GO level of analysis, immune-related GO terms and the GO term ‘response to other organism’ were recurrent across all queen studies (Kocher et al. [22, 31], Niño et al. [50] and this study).

**Fig. 4:**
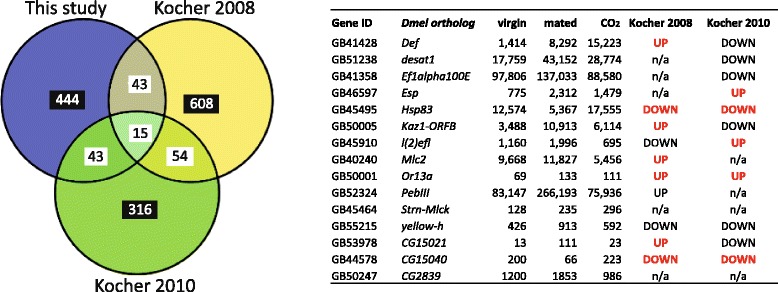
Best candidate genes for mating process and reproductive activation. Patterns of expression for 15 genes that were significantly differentially expressed in our study and in Kocher et al. [22] and Kocher et al. [31] (see Additional file 7). The table shows the total read counts for each gene in virgin, mated and CO_2_-treated queens from our study plus the direction of expression in mated vs. virgin queens in the other two studies: UP = up-regulated in mated queens; DOWN = down-regulated; bold red = same pattern of expression between studies; n/a = difference in gene expression occurs in a comparison which is not relevant for our study

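Of the 15 genes of Fig. 4, 12 were higher and 3 lower in mated than in virgin queens, and 5 had an adjusted p under 0.05 by edgeR's quasi-likelihood test, all of them up-regulated. Between mated and CO2-treated queens 4 of them passed, and between CO2-treated and virgin queens none did. In the test with the queen number as a block, 4 of the 15 passed between mated and virgin queens and none between mated and CO2-treated queens. PebIII (GB52324) had 5077 ± 1850 CPM (SD, n = 4) in mated queens, 1234 ± 628 CPM in virgin queens and 1022 ± 351 CPM in CO2-treated queens. Its log2 fold change over virgin queens was 2.04 (standard error 0.42, adjusted p = 0.0351 by edgeR's quasi-likelihood test), and virgin queen 6, at 2170 CPM, lay apart from the other virgin queens at 868 to 1020 CPM. l(2)efl (GB45910) differed from virgin queens by a log2 fold change of 1.27 (standard error 0.28, adjusted p = 0.0441 by edgeR's quasi-likelihood test), and from CO2-treated queens by a log2 fold change of 2.05 (standard error 0.28, adjusted p = 0.00566 by edgeR's quasi-likelihood test). CG15021 (GB53978) had 21 to 42 counts in mated queens, 1 to 6 in virgin queens and 3 to 10 in CO2-treated queens, a log2 fold change of 3.48 (standard error 0.57, adjusted p = 0.0142 by edgeR's quasi-likelihood test) over virgin queens. Esp (GB46597) had a log2 fold change of 2.01 (standard error 0.36, adjusted p = 0.0201 by edgeR's quasi-likelihood test) and CG2839 (GB50247) a log2 fold change of 1.08 (standard error 0.24, adjusted p = 0.0491 by edgeR's quasi-likelihood test) over virgin queens. Between mated and virgin queens, of the 8 fits that left out a queen, CG15021 passed in 6, Esp in 3, PebIII in 2, l(2)efl in 1 and CG2839 in 1. Between mated and CO2-treated queens, l(2)efl passed in 8 of them, CG15021 in 2, PebIII in 1 and CG2839 in 1. The other 10 genes did not pass in any comparison. Among them, Hsp83 (GB45495) had a log2 fold change of -1.21 against CO2-treated queens without overlap (adjusted p = 0.103 by edgeR's quasi-likelihood test). Without TMM factors the direction of Mlc2 (GB40240) between mated and virgin queens was reversed. That reversal only followed the median shift of all genes, as it was absent once this shift was taken off. The direction of Mlc2 was also reversed without mated queen 4. With 1 surrogate variable the directions of Mlc2 and of the gene listed as yellow-h (GB55215) were reversed. Single queens far from the rest of their group were virgin queen 6 for GB55215 and for Def (GB41428), and virgin queen 2 for Strn-Mlck (GB45464). So were mated queen 6 for desat1 (GB51238) and CO2-treated queen 5 for CG15040 (GB44578).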

**Fig. 5:**
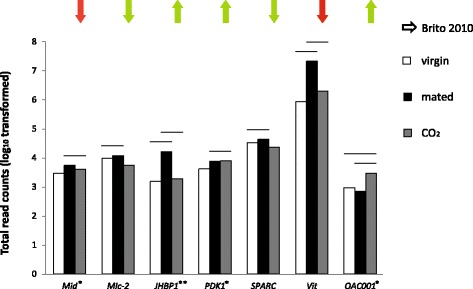
Response to carbon dioxide. Patterns of expression of 7 genes that were included in Brito et al. [64] and were also significantly differentially expressed in our study. Lines above bars indicate the pairwise comparisons where the genes were significantly differentially expressed (*P*-value < 0.05). Arrows show direction of expression for Brito et al. [64] (brains of CO_2_-treated vs. untreated 8-day-old queens): green = same trend as in our study; red = opposite trend. See Additional file 7 for more information on this comparative study

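GB49544, whose summed counts are those plotted for Vit, held 12.1% of all counts, the largest share of any gene; GB43571 followed with 1.00% and GB54507 with 0.877%. It had 431490 ± 270180 CPM (SD, n = 4) in mated queens, 13688 ± 14458 CPM in virgin queens and 25166 ± 15593 CPM in CO2-treated queens. No mated queen overlapped with a queen of the other groups, and the log2 fold change was 4.98 over virgin queens (standard error 1.27, adjusted p = 0.0836 by edgeR's quasi-likelihood test) and 4.10 over CO2-treated queens (standard error 1.21, adjusted p = 0.175 by the same test of edgeR). Its virgin queens ranged from 22661 to 447844 counts. With the queen number as a block, the adjusted p was 0.0308 over virgin queens and 0.501 over CO2-treated queens. Between CO2-treated and virgin queens it had a log2 fold change of 0.88 (standard error 1.08, adjusted p = 0.933 by edgeR's quasi-likelihood test). Mlc-2 (GB40240) had 229 ± 189 CPM (SD, n = 4) in mated queens and 73.3 ± 58.9 CPM (SD, n = 4) in CO2-treated queens, a log2 fold change of 1.64 (standard error 0.86, adjusted p = 0.420 by edgeR's quasi-likelihood test).

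**Figure D3:**
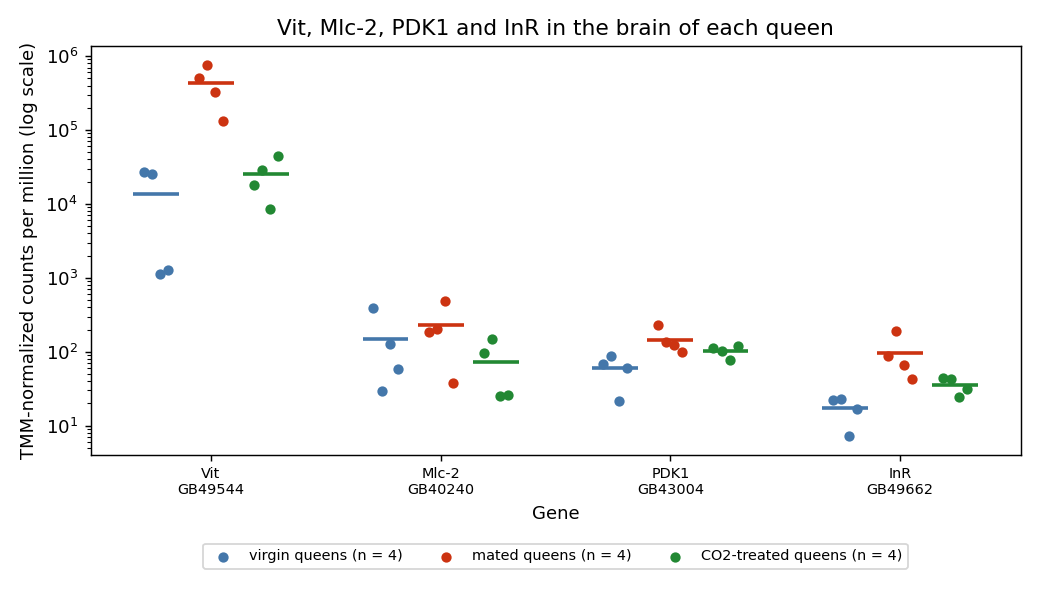
TMM-normalized CPM (log axis) of Vit, Mlc-2, PDK1 and InR in each of the 12 queens. Points are queens, grouped by treatment, and horizontal bars are group means; for Vit the mated queens lie above all other queens.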

## Discussion

The mating process and CO_2_-induced narcosis significantly affect the neurogenomic profile of honey bee queens, by changing the expression of more than a thousand genes within two days of treatment. The majority of these differences were driven by the mating process, maturation than natural mating. Importantly, changes in pathways related to vision, metabolism, chemoreception, and immunity match expectations from known behavioural changes. These next-generation sequencing results partially corroborate previous microarray studies, and provide new insight into the molecular regulation of key behavioural transitions in honey bee queens.

### Neurogenomics of mating behaviour

Gene expression in the brains of mated queens differs strongly from that seen in virgins. Strikingly, genes that are associated with vision such as *Rhodopsin 2* (*Rh2*), *neither inactivation nor afterpotential A* (*ninA*), *Arrestin 2* (*Arr2*), *G protein beta-subunit 76C* (*Gβ76C*), *chaoptin* (*chp*) and *Calhotin* (*Cpn*) were all down-regulated in mated queens compared to virgins (see Additional file 6). 

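None of these 6 vision genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test, and all 6 had lower means in mated than in virgin queens. The 2 groups overlapped in 5 of the 6 genes. Without overlap was chp (GB51189), with 12.2 ± 3.68 CPM (SD, n = 4) in mated queens and 27.7 ± 8.70 CPM (SD, n = 4) in virgin queens, a log2 fold change of -1.18 (standard error 0.30, adjusted p = 0.0866 by edgeR's quasi-likelihood test). Rh2 (GB50034) had the largest change, with 3.59 ± 5.58 CPM (SD, n = 4) in mated queens and 43.5 ± 58.8 CPM (SD, n = 4) in virgin queens, a log2 fold change of -3.58 (standard error 1.33, adjusted p = 0.213 by edgeR's quasi-likelihood test). Its counts ranged from 14 to 2541 in the virgin queens and from 1 to 164 in the mated queens. ninaA (GB40139) had a log2 fold change of -1.79 (standard error 0.51, adjusted p = 0.118 by edgeR's quasi-likelihood test), Arr2 (GB51068) a log2 fold change of -1.60 (standard error 0.68, adjusted p = 0.275 by edgeR's quasi-likelihood test), Gβ76C (GB41758) a log2 fold change of -1.30 (standard error 0.52, adjusted p = 0.242 by edgeR's quasi-likelihood test) and Cpn (GB53116) a log2 fold change of -1.94 (standard error 1.19, adjusted p = 0.448 by edgeR's quasi-likelihood test). With 1 surrogate variable in the model, the direction of Rh2 and Arr2 was reversed. Between queens of one group, these 6 genes and norpA and ninaC varied together on average, though not in every pair. Cpn was highest in virgin queen 6, at 39.5 CPM, where Rh2 was lowest among the virgin queens, at 1.00 CPM. Over the 8 genes, the mean pairwise correlation of the deviations from the group means was 0.493. It lay above 98.6% of 10000 random sets of listed genes of similar expression, whose median was 0.0765.

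**Figure D4:**
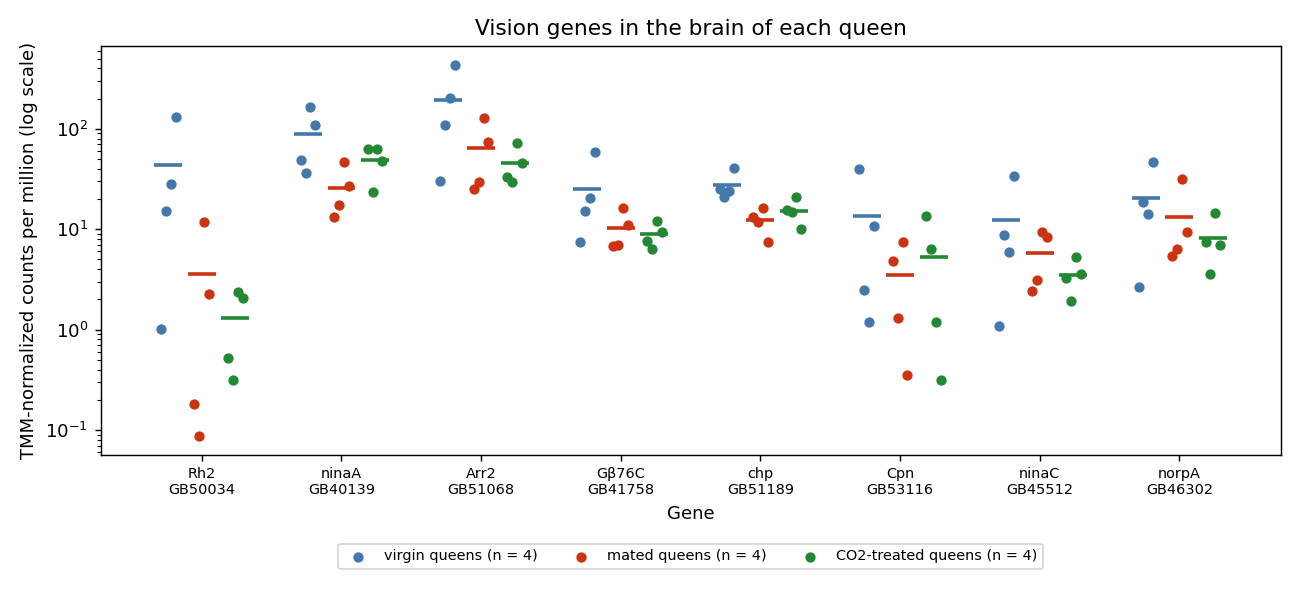
TMM-normalized CPM (log axis) of 8 vision genes in each of the 12 queens. Points are queens, grouped by treatment, and horizontal bars are group means; for Rh2 the virgin queens spread from 1.00 to 130.2 CPM.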

Changes in the expression of these visual perception genes mirrors the transition from photophilic behaviour observed in virgin queens that engage in mating flights, to more photophobic behaviour in mated queens confined within the nest. Queens are required to fly during swarming events [65], and it would be interesting to see if the vision system is reactivated in queens as they prepare to swarm. It would also be interesting to determine whether queens of open nesting honey bee species like *Apis florea*, in which the queens are able and ready to fly at all times [66], show the same decline in vision-related genes after mating.

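Additional file 8 names 6 odorant receptor genes by their Drosophila orthologs, of which 5 were lower and 1 higher in mated than in virgin queens. Of these, 2 had an adjusted p under 0.05 by edgeR's quasi-likelihood test, both of them listed as Or43a and both without overlap between the groups. GB52375 had 0.885 ± 0.140 CPM (SD, n = 4) in mated queens and 11.0 ± 6.81 CPM (SD, n = 4) in virgin queens, a log2 fold change of -3.63 (standard error 0.47, adjusted p = 0.00500 by edgeR's quasi-likelihood test), and it passed in 8 of the 8 fits that left out a queen, against 3 for GB52376. In the test with the queen number as a block, GB52375 passed and GB52376 did not. Or49a (GB40665) had a log2 fold change of -2.60 (standard error 0.59, adjusted p = 0.0508 by edgeR's quasi-likelihood test). Of the genes listed as Or13a, GB52377 was lower, with a log2 fold change of -1.70 (standard error 0.42, adjusted p = 0.0725 by edgeR's quasi-likelihood test), and GB50001 was higher, with a log2 fold change of 1.33 (standard error 0.48, adjusted p = 0.198 by edgeR's quasi-likelihood test). Or85c (GB52378) had a log2 fold change of -1.36 (standard error 0.40, adjusted p = 0.124 by edgeR's quasi-likelihood test). The counts were low, from 3 to 15 per mated queen for GB52376 and from 5 to 23 for GB52378. Among the odorant binding proteins, 2 genes were listed as Obp56d. GB46223 (Obp14 in the reference assembly Amel_HAv3.1) had 1346 ± 836 CPM (SD, n = 4) in mated queens and 13.4 ± 21.2 CPM (SD, n = 4) in virgin queens, a log2 fold change of 6.66 (standard error 1.45, adjusted p = 0.0437 by edgeR's quasi-likelihood test). It passed in 2 of the 8 fits that left out a queen, and virgin queen 6, at 45.1 CPM, lay apart from the other virgin queens at 0.410 to 4.24 CPM. GB46230 (Obp21) had a log2 fold change of 1.99 (standard error 0.87, adjusted p = 0.284 by edgeR's quasi-likelihood test). Whether similar receptor or binding protein genes shared reads was not tested here, and the values of single genes of these families are given with that reservation. The paper states that nearly all reads that passed its filters aligned to single locations.

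**Figure D5:**
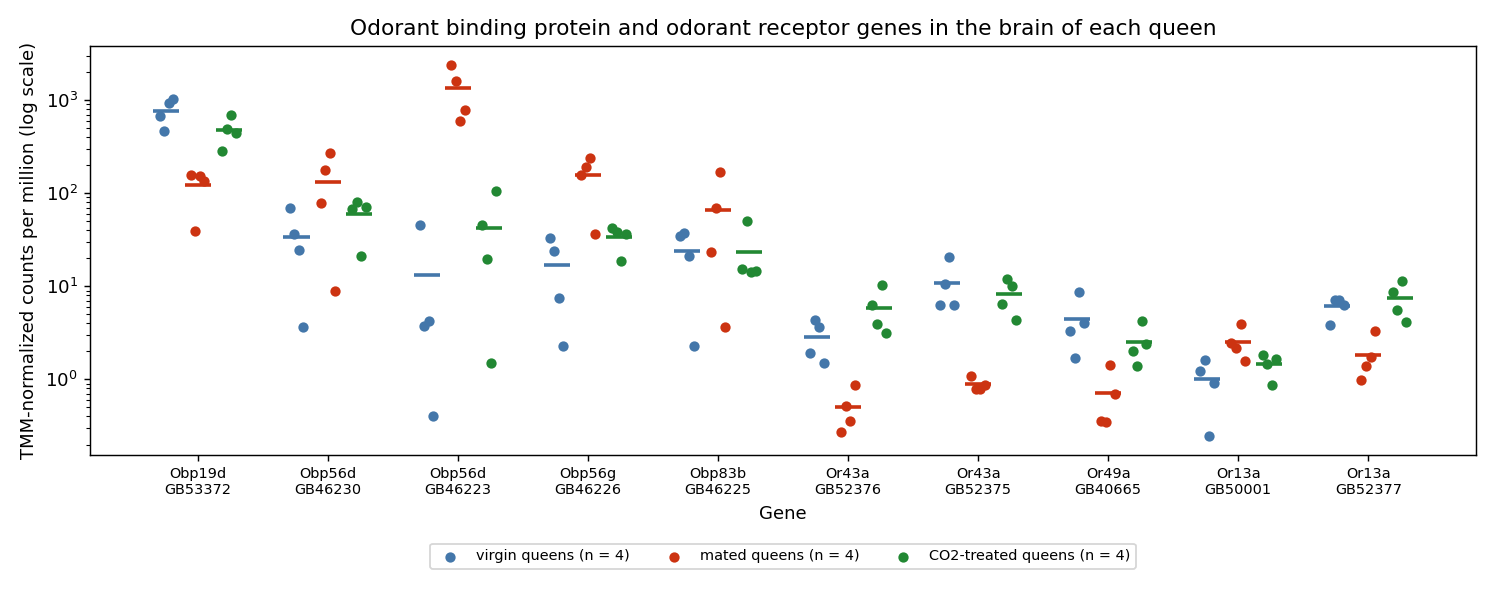
TMM-normalized CPM (log axis) of 5 odorant binding protein genes and 5 odorant receptor genes in each of the 12 queens. Points are queens, grouped by treatment, and horizontal bars are group means; the mated queens lie lowest for both genes listed as Or43a.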

Another group of genes that are differentially expressed in mated and virgin queens belong to the family of odorant receptors (ORs) and odorant binding proteins (OBPs). Odour and pheromone perception are central to the social life of honey bees [67–69] and play an important role in mate location and efficient mating. 

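Additional file 8 lists GB53372 as Pbprp2, and the reference assembly names it Obp4. Its value was 121 ± 55.8 CPM (SD, n = 4) in mated queens and 771 ± 249.6 CPM (SD, n = 4) in virgin queens, a log2 fold change of -2.67 (standard error 0.44, adjusted p = 0.0139 by edgeR's quasi-likelihood test). The counts of the groups did not overlap, with 446 to 2323 in mated queens and 8291 to 19920 in virgin queens. The gene passed the threshold in 7 of the 8 fits that left out a queen, and with the queen number as a block its adjusted p was 0.0277.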

Of particular interest is the presence of the *Pheromone-binding protein-related protein 2* (*Obp19d*), which was down-regulated in mated queens. This gene is involved in the detection of pheromones, which are chemical compounds released by one individual to trigger a social response in members of the same species and therefore are widely used among social insects to mediate mating behaviour. This protein may be used by virgin honey bee queens to locate rival virgins. 

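Obp56g (GB46226, Obp17 in the reference assembly) had 156 ± 86.7 CPM (SD, n = 4) in mated queens and 16.8 ± 14.5 CPM (SD, n = 4) in virgin queens, a log2 fold change of 3.22 (standard error 0.72, adjusted p = 0.0491 by edgeR's quasi-likelihood test). It passed in 2 of the 8 fits that left out a queen. The other gene listed as Obp56g, GB46222 (Obp13), had 3 to 14 counts in mated queens and 0 to 4 in virgin queens and did not pass, with a log2 fold change of 2.69 (standard error 0.87, adjusted p = 0.156 by edgeR's quasi-likelihood test). GB46225, the gene listed as Os-E (Obp16 in the reference assembly), had 66.2 ± 73.4 CPM (SD, n = 4) in mated queens and 24.0 ± 16.2 CPM (SD, n = 4) in virgin queens, a log2 fold change of 1.47 (standard error 0.93, adjusted p = 0.462 by edgeR's quasi-likelihood test), and its direction was reversed with 1 surrogate variable. Or43a (GB52376) had 0.508 ± 0.268 CPM (SD, n = 4) in mated queens and 2.88 ± 1.39 CPM (SD, n = 4) in virgin queens, a log2 fold change of -2.45 (standard error 0.52, adjusted p = 0.0393 by edgeR's quasi-likelihood test). Or49b (GB52362) had a log2 fold change of -1.14 (standard error 0.69, adjusted p = 0.438 by edgeR's quasi-likelihood test) between mated and virgin queens, and a log2 fold change of -1.59 (standard error 0.69, adjusted p = 0.832 by edgeR's quasi-likelihood test) between CO2-treated and virgin queens.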

Interestingly, of ten genes encoding predicted pheromone or odorant binding proteins that are affected by mating in *Drosophila* [70] only four were also significantly differentially expressed in our study (*Obp19d, Obp56g, Or43a* and *Or49b*).

As previously reported [22, 31, 50, 71], genes broadly related to metabolism were also differentially expressed between mated and virgin queens (see Additional file 9). Mating flights are energetically expensive [72] whereas nest-bound life is not. It is therefore unsurprising that genes related to carbohydrate metabolism, glycolysis and gluconeogenesis were differentially regulated in mated queens relative to virgin queens. In contrast, the requirement for fatty acid metabolism increases after mating, because novel lipids are required for pheromone synthesis and egg production [73]. 

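Of the 30 honey bee genes that Additional file 9 places under carbohydrate metabolic process, 23 were higher and 7 lower in mated than in virgin queens, and 9 had an adjusted p under 0.05 by edgeR's quasi-likelihood test (5 up-regulated, 4 down-regulated). The queens of the 2 groups did not overlap in 15 of the 30. The list holds genes that the paper called between these groups, which favours such genes, and of the 829 genes called with one common dispersion 38.0% were without overlap. With adjustment over the list alone 28 passed, and with the queen number as a block 6 passed over all genes. The largest change among the 9 was in Treh (GB43575), with 953 ± 423 CPM (SD, n = 4) in mated queens and 69.2 ± 65.4 CPM (SD, n = 4) in virgin queens, a log2 fold change of 3.78 (standard error 0.75, adjusted p = 0.0284 by edgeR's quasi-likelihood test). The largest fall was in CG14796 (GB42599), with a log2 fold change of -2.66 (standard error 0.59, adjusted p = 0.0471 by edgeR's quasi-likelihood test). In the glycolysis and gluconeogenesis pathway 6 of 7 genes were higher, and 1, CG11876 (GB49649), passed, with a log2 fold change of 3.33 (standard error 0.65, adjusted p = 0.0280 by edgeR's quasi-likelihood test). Of the 7 genes of starch and sucrose metabolism 5 were higher, and 3 passed (Treh and Tps1, GB45758, up-regulated; CG15117, GB51751, down-regulated). Treh, CG14796 and CG11876 each passed in 2 of the 8 fits that left out a queen.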

As expected, all seven genes in this cluster were up-regulated in mated queens.

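Each of the 7 genes had a higher mean in mated than in virgin queens, also under DESeq2's size factors and under total counts, with log2 fold changes from 1.17 to 6.40. CG31522 (GB40681) had 6.18 ± 2.55 CPM (SD, n = 4) in mated queens and 0.658 ± 0.301 CPM (SD, n = 4) in virgin queens, a log2 fold change of 3.24 (standard error 0.53, adjusted p = 0.0139 by edgeR's quasi-likelihood test), and passed in 7 of the 8 fits that left out a queen. CG5065 (GB55263) had 111 ± 94.6 CPM (SD, n = 4) in mated queens and 1.38 ± 1.81 CPM (SD, n = 4) in virgin queens, a log2 fold change of 6.40 (standard error 1.08, adjusted p = 0.0154 by edgeR's quasi-likelihood test). It passed in 5 of the 8 fits, and virgin queen 6, at 4.09 CPM, lay apart from the other virgin queens at 0.247 to 0.618 CPM. CG3267 (GB41617), CG6178 (GB51729), CG12262 (GB42141), CG11198 (GB49336) and CG9914 (GB40673) did not pass, with adjusted p values from 0.0899 to 0.373 by edgeR's quasi-likelihood test. Of these, CG6178 showed no overlap between the groups, with 43720 to 77381 counts in mated queens and 441 to 36345 in virgin queens, and mated queen 1 lay below the other mated queens for CG9914, at 438 CPM against 773 to 835 CPM. Between CO2-treated and virgin queens GB40681 had a log2 fold change of 3.22 (standard error 0.53, adjusted p = 0.115 by edgeR's quasi-likelihood test).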

Finally, the last important group of genes that differ between mated and virgin queens is the immune genes. Three of these genes, *Serine Protease Immune Response Integrator (spirit)*, *Peptidoglycan recognition protein SA (PGRP-SA)* and *Gram-negative bacteria binding protein 1 (GNBP1)* are important players in the *Toll* pathway and their expression is usually triggered by a challenge from Gram-positive bacteria [74]. 

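By edgeR's quasi-likelihood test, none of these 3 genes had an adjusted p under 0.05. For spirit (GB55007) the values were 79.1 ± 20.9 CPM (SD, n = 4) in mated queens and 30.7 ± 23.9 CPM (SD, n = 4) in virgin queens, a log2 fold change of 1.37 (standard error 0.49, adjusted p = 0.199 by edgeR's quasi-likelihood test). PGRP-SA (GB51741) had 385 ± 212 CPM (SD, n = 4) in mated queens and 94.5 ± 88.9 CPM (SD, n = 4) in virgin queens, a log2 fold change of 2.03 (standard error 0.63, adjusted p = 0.142 by edgeR's quasi-likelihood test). GNBP1 (GB42981) had 72.7 ± 29.1 CPM (SD, n = 4) in mated queens and 27.0 ± 22.8 CPM (SD, n = 4) in virgin queens, a log2 fold change of 1.43 (standard error 0.60, adjusted p = 0.270 by edgeR's quasi-likelihood test). PGRP-SA passed with the queen number as a block (adjusted p = 0.0288 by edgeR's quasi-likelihood test), and spirit and GNBP1 did not.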

Three additional genes, *Melanization Protease 1 (MP1)*, *Serpin-27A (Spn27A)* and *Hemolectin (Hml)* are involved in the melanisation response [75, 76] and can therefore be triggered by bacterial infection or wound healing reactions. 

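Between mated and virgin queens, MP1 (GB45701) had 413 ± 220.1 CPM (SD, n = 4) in mated queens and 123 ± 106 CPM (SD, n = 4) in virgin queens, a log2 fold change of 1.75 (standard error 0.66, adjusted p = 0.220 by edgeR's quasi-likelihood test). Spn27A (GB55280) had 112 ± 52.2 CPM (SD, n = 4) in mated queens and 34.3 ± 26.4 CPM (SD, n = 4) in virgin queens, a log2 fold change of 1.71 (standard error 0.55, adjusted p = 0.156 by edgeR's quasi-likelihood test). The mean of Hml (GB50121) was 2021 ± 837 CPM (SD, n = 4) in mated queens and 649 ± 521 CPM (SD, n = 4) in virgin queens, a log2 fold change of 1.64 (standard error 0.61, adjusted p = 0.213 by edgeR's quasi-likelihood test). The queens of the 2 groups overlapped in all 3 genes. MP1 (adjusted p = 0.0344) and Spn27A (adjusted p = 0.0243) passed the threshold of edgeR's quasi-likelihood test with the queen number as a block.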

Finally, two other genes in this group, the antimicrobial peptides *defensin* and *serpent*, are involved in hematopoiesis [77]. 

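serpent (GB50930) had 71.5 ± 33.3 CPM (SD, n = 4) in mated queens and 24.8 ± 24.0 CPM (SD, n = 4) in virgin queens, a log2 fold change of 1.53 (standard error 0.66, adjusted p = 0.282 by edgeR's quasi-likelihood test). defensin (GB41428, Def1 in the reference assembly) had 25.5 ± 13.1 CPM (SD, n = 4) in mated queens and 91.9 ± 131 CPM (SD, n = 4) in virgin queens, a log2 fold change of -1.85 (standard error 0.98, adjusted p = 0.374 by edgeR's quasi-likelihood test). In virgin queen 6 it reached 288 CPM, against 15.4 to 34.8 CPM in the other virgin queens, and the log2 fold change moved from -2.25 to -0.05 when one queen was left out. Of the 8 genes (spirit, PGRP-SA, GNBP1, MP1, Spn27A, Hml, serpent and defensin), 7 had a higher mean in mated than in virgin queens, under total counts as well, and 1 had a lower mean. The groups overlapped in all 8.

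**Figure D6:**
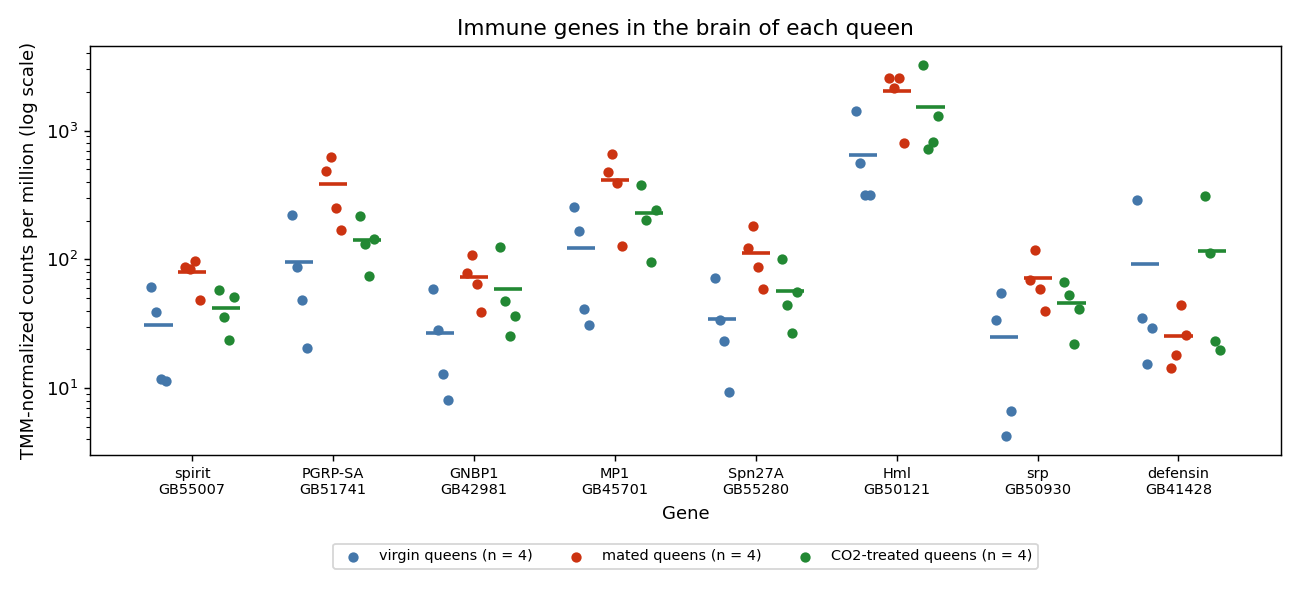
TMM-normalized CPM (log axis) of 8 immune genes in each of the 12 queens. Points are queens, grouped by treatment, and horizontal bars are group means; virgin and mated queens overlap for every gene.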

With the exception of *defensin*, all immune genes were up-regulated in mated queens and this is likely to result in higher immunocompetence as more defense molecules, such as antimicrobial peptides, are produced, and cellular responses or wound healing reactions may be more effective. Increased expression of immune genes post mating has been observed repeatedly in honey bees [22, 31, 50, 71] and other organisms [78]. In *Drosophila*, for example, 19 immune-related genes respond to mating, including *defensin* and *PGRP-SA* [70]. One explanation for up-regulation of immune genes in females after mating might be activation of the immune system by immune elicitors associated with the male reproductive apparatus or the ejaculate, or by a traumatic insemination event that leads to wound healing reactions. However, this does not seem to be the case in the honey bee, where it has been previously observed that non-traumatic instrumental insemination with sterile saline is sufficient to up-regulate the expression of immune genes [71]. Consequently, up-regulation of immune genes may be triggered, not by the physical process of mating, but through molecular cross-talk between reproductive and immune gene-expression pathways. Such cross-talk may have been selected because of adaptive advantages to the queen and to the colony, such as increased protection from horizontally transmitted parasites and pathogens [79]. In contrast, in solitary species immunocompetence is reduced after mating, so that energy can be redirected from the immune system to reproductive activity, i.e., sperm storage or egg-laying [80, 81]. Our results demonstrate that this type of trade-off is not present in honey bees, perhaps because the newly-mated queen can rely on the social immunity conferred by her natal colony, and because queens are fed a near-perfect diet of worker mandibular secretions [82, 83]. It would be interesting to conduct a comparative study across solitary- and swarm-founding social insects, to test this hypothesis. Another explanation for the observed pattern could be that virgin queens reduce their investment in immune defence in preparation for mating flights: this would allow them to allocate a greater portion of their energy resources in two activities (flying and mating) that are energetically expensive. A time-course study on the levels of expression of immune genes in honey bee queens from emergence to full reproduction would address this question.

In addition to the GO analyses, we examined the expression of several genes that might play a role in mating and ovary activation. Genes of the insulin/insulin-like signalling (IIS) and TOR pathways are responsible for regulating growth and nutrition and are fundamental to the process of honey bee caste determination [84]. We found that only one gene in these pathways was significantly differentially expressed between mated and virgin queens, *Phosphoinositide-dependent kinase 1* (*PDK1*). This gene was up-regulated in mated queens. 

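PDK1 (GB43004) had 146 ± 56.3 CPM (SD, n = 4) in mated queens and 60.0 ± 28.0 CPM (SD, n = 4) in virgin queens, a log2 fold change of 1.29 (standard error 0.37, adjusted p = 0.117 by edgeR's quasi-likelihood test). The counts ranged from 1575 to 2515 in mated queens and from 442 to 1574 in virgin queens, without overlap of the log2 CPM values. It did not pass the threshold in any of the 8 fits that left out a queen, nor with the queen number as a block. DESeq2 and both forms of the exact test called it. The insulin-like receptor InR (GB49662) had 96.8 ± 64.2 CPM (SD, n = 4) in mated queens and 17.2 ± 7.16 CPM (SD, n = 4) in virgin queens, a log2 fold change of 2.49 (standard error 0.45, adjusted p = 0.0212 by edgeR's quasi-likelihood test), and passed in 4 of the 8 fits that left out a queen.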

The fact that *PDK1* was up-regulated in the only group of queens with activated ovaries in our studies is in line with the hypothesis that *PDK1* activity is linked to ovary size in worker bees, where foragers with a bias toward pollen have both larger ovaries and higher levels of expression of *PDK1* compared to foragers that are nectar-biased [85].

We also examined expression of the biogenic amines, as these compounds may be involved in mediating the interactions between brain and ovaries during reproductive activation. Dopamine signalling pathways are positively associated with reproductive status in workers [37, 40, 86]. For example, the gene *N-acetyldopamine* is positively correlated with ovarian development [87]. In queens, instead, dopamine and reproductive status are negatively correlated and dopamine levels decrease after mating [88]. Our study provides further support for this reversed relationship in queens, as *dopamine N-acetyltransferase* (*Dat*), a component of the catabolism of dopamine, was down-regulated in mated queens.

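Dat (GB51044) had 105 ± 22.7 CPM (SD, n = 4) in mated queens and 256 ± 96.7 CPM (SD, n = 4) in virgin queens, a log2 fold change of -1.29 (standard error 0.27, adjusted p = 0.0382 by edgeR's quasi-likelihood test). Every mated queen had fewer counts (798 to 1834) than every virgin queen (2493 to 7468). Leaving out one queen gave log2 fold changes from -1.49 to -1.06, with 3 of the 8 fits past the threshold. With the queen number as a block, the adjusted p was 0.160 by edgeR's quasi-likelihood test.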

### Neurogenomics of CO_2_-narcosis

The most important differences in gene expression profiles between CO_2_-treated and virgin queens relate to cognition (see Additional file 13 for other differentially expressed genes). Most of the genes in this group were the same genes found in the GO terms “sensory perception” and “detection of stimulus” for the mated vs. virgin queen contrast; in addition we found *neither inactivation nor afterpotential C (ninaC)* and *no receptor potential A (norpA,* see Additional file 6). 

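ninaC (GB45512) had 3.50 ± 1.40 CPM (SD, n = 4) in CO2-treated queens and 12.5 ± 14.8 CPM (SD, n = 4) in virgin queens, a log2 fold change of -1.83 (standard error 0.77, adjusted p = 0.832 by edgeR's quasi-likelihood test). norpA (GB46302) had 8.17 ± 4.64 CPM (SD, n = 4) in CO2-treated queens and 20.6 ± 18.7 CPM (SD, n = 4) in virgin queens, a log2 fold change of -1.34 (standard error 0.74, adjusted p = 0.833 by edgeR's quasi-likelihood test). Counts of ninaC ranged from 37 to 85 in CO2-treated queens and from 15 to 665 in virgin queens. In mated queens norpA reached 31.4 CPM in queen 4, against 5.42 to 9.37 CPM in the others.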

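In CO2-treated against virgin queens, Rh2 had a log2 fold change of -5.04 (standard error 1.44, adjusted p = 0.807 by edgeR's quasi-likelihood test), Arr2 a log2 fold change of -2.10 (standard error 0.69, adjusted p = 0.832 by edgeR's quasi-likelihood test) and Gβ76C a log2 fold change of -1.52 (standard error 0.52, adjusted p = 0.832 by edgeR's quasi-likelihood test). The means in CO2-treated queens were 1.32 ± 1.05 CPM (SD, n = 4) for Rh2, 45.2 ± 19.5 CPM for Arr2 and 8.86 ± 2.47 CPM for Gβ76C. GB46223, the gene listed as Obp56d, was the one that rose, with 42.8 ± 45.1 CPM (SD, n = 4) in CO2-treated queens and a log2 fold change of 1.69 (standard error 1.17, adjusted p = 0.867 by edgeR's quasi-likelihood test).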

All cognition genes but one were down-regulated in CO_2_-treated queens, as they were in mated queens. The similarity in patterns of expression of these genes suggests that CO_2_-treated queens undergo a process of de-activation of visual perception and eye development genes similar to that seen in mated queens. One potential explanation for this is that CO_2_-narcosis induces acidosis, as may mating flights [89], indicating a potential role for body pH as a trigger for these changes in gene expression. However, this must be separate from the processes that link CO_2_-treatment to oviposition, as Koeniger et al. [30] have demonstrated that flight is not sufficient to induce oviposition in honey bee queens. This suggests that different aspects of the mating process may trigger distinct sets of changes in gene expression.

Despite such similarities in gene expression in mated and CO_2_-treated queens when compared to virgins, a direct comparison of the two groups also highlighted interesting differences. Expression of genes related to sensory perception differed strongly across the two groups, as did genes associated with olfactory and gustatory activity. Five ORs (*Or13a*, *Or43a*, *Or49a*, *Or85b* and *Or85c*) and *Obp19d* were up-regulated in CO_2_-treated queens, while three other OBPs (*Obp56d*, *Obp56g* and *Obp83b*) were up-regulated in mated queens. 

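Of the 8 odorant receptor genes named in Additional file 10, 7 were lower and 1 was higher in mated than in CO2-treated queens. The 2 genes listed as Or43a were lower in mated than in CO2-treated queens without overlap and with an adjusted p under 0.05. GB52376 had 5.91 ± 3.19 CPM (SD, n = 4) in CO2-treated queens and a log2 fold change of -3.48 (standard error 0.53, adjusted p = 0.0115 by edgeR's quasi-likelihood test), and GB52375 had 8.23 ± 3.46 CPM (SD, n = 4) in CO2-treated queens and a log2 fold change of -3.21 (standard error 0.47, adjusted p = 0.00914 by edgeR's quasi-likelihood test). Of the 8 fits that left out a queen, GB52375 passed in 8 and GB52376 in 6, but neither passed with the queen number as a block. Or13a (GB52377), Or85c (GB52378) and Or49a (GB40665) did not pass, with log2 fold changes of -1.98, -1.82 and -1.77 and adjusted p values of 0.0531, 0.0614 and 0.203 by edgeR's quasi-likelihood test. Or85b (GB48703) had 0 to 3 counts in mated queens, at the floor, and 12 to 23 counts in CO2-treated queens, with an adjusted p of 0.0699 by the same test of edgeR. Its counts in virgin queens were 5 to 14, the highest in queen 1. The other gene listed as Or85b, GB52380, had a log2 fold change of -1.64 (standard error 0.37, adjusted p = 0.0699 by edgeR's quasi-likelihood test), without overlap. GB50053, the other gene listed as Or13a, was the one that was higher in mated queens, with 13.8 ± 8.21 CPM (SD, n = 4) in mated queens and 5.39 ± 2.01 CPM (SD, n = 4) in CO2-treated queens, a log2 fold change of 1.35 (standard error 1.09, adjusted p = 0.586 by edgeR's quasi-likelihood test). Obp19d (GB53372) had 478 ± 168 CPM (SD, n = 4) in CO2-treated queens and a log2 fold change of -1.98 (standard error 0.43, adjusted p = 0.0603 by edgeR's quasi-likelihood test), without overlap. The odorant binding proteins that were higher in mated queens did not pass either. GB46223 (Obp56d) had a log2 fold change of 4.97 (standard error 1.34, adjusted p = 0.133 by edgeR's quasi-likelihood test) and Obp56g (GB46226) a log2 fold change of 2.20 (standard error 0.69, adjusted p = 0.189 by edgeR's quasi-likelihood test). GB46230 (Obp56d) had a log2 fold change of 1.16 (standard error 0.85, adjusted p = 0.544 by edgeR's quasi-likelihood test), and GB46225 a log2 fold change of 1.49 (standard error 0.93, adjusted p = 0.486 by edgeR's quasi-likelihood test), with CO2-treated queen 2 at 50.2 CPM against 14.3 to 15.5 CPM in the other queens of its group. With the queen number as a block, the log2 fold changes of GB46230, GB46225 and GB50053 were -0.28, -0.38 and -0.13, the reverse direction, and none of these genes passed.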

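The insulin-like receptor InR (GB49662) had 35.9 ± 9.59 CPM (SD, n = 4) in CO2-treated queens, and between mated and CO2-treated queens a log2 fold change of 1.43 (standard error 0.44, adjusted p = 0.184 by edgeR's quasi-likelihood test). The counts overlapped, with 730 to 2171 in mated queens and 394 to 829 in CO2-treated queens. Between CO2-treated and virgin queens the log2 CPM values did not overlap, with a log2 fold change of 1.06 (standard error 0.44, adjusted p = 0.832 by edgeR's quasi-likelihood test).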

CO_2_-treated and mated queens also differ for genes related to the response to organic substances: among these, of particular relevance is the *Insulin-like receptor* (*InR*), which was down-regulated in CO_2_-treated queens. *InR* is a major player in the insulin signalling pathway and regulates important biological functions such as metabolism, growth, reproduction, and aging [90]. Again, this supports the idea that CO_2_-narcosis induces only a subset of the changes in gene expression caused by the process of mating and onset of oviposition. In addition, the two-day post-treatment time interval prior to sampling did not allow for complete development of eggs in CO_2_-treated queens, while it was sufficient for mated queens, as shown by our dissections. This is not surprising, as egg development has been observed after twelve days from narcosis or instrumental insemination [50, 71], which is a much longer time span. Together with our gene expression results, this confirms that mating and CO_2_-narcosis, despite producing the same final result, follow apparently different pathways of action.

### Comparative studies

Only two of the three whole dataset comparisons with previous studies produced statistically significant overlaps. However, there is a common pattern in the biological functions that are associated with genes that are shared between studies. GO terms related to immune functions and response to other organism are overrepresented across studies [22, 31, 50]. This makes us confident that these processes are key to the physiological and behavioural changes that take place as a queen transitions from her initial virgin state to that of a mated matriarch.

Interestingly, while the findings of Kocher et al. [31] are significantly congruent with our study, those from Kocher et al. [22] and Niño et al. [50] are not, no doubt as a consequence of the similarities and differences across the studies in experimental treatments. In our study and in Kocher et al. [31], queens were collected two days after treatment; in contrast, Kocher et al. [22] and Niño et al. [50] analysed samples collected 5 and 10 days after treatment, respectively. This suggests both that the neurogenomic state of an individual is repeatable across studies, and that it is temporally dynamic. Future studies are needed to understand how and why gene expression changes over time, both before and after mating.

Finally, a number of other factors may explain the low-level of congruence between our results and earlier studies. An obvious methodological factor is that, while previous studies used microarrays, we used RNAseq to generate transcriptomic data. RNAseq is a more powerful technique than microarrays, and relies on a different experimental/statistical approach (for a comparison between microarray and RNAseq platforms see Guo et al. [53]), which may hinder comparisons among studies. From a biological perspective, in all studies experimental bees were produced by a single colony. This approach is frequently used in studies of social insects, as it eliminates variance related to inter-colonial variability, resulting in higher statistical power to detect inter-individual differences in gene expression as a result of treatments applied to individual bees. However, such benefits are lost when comparing across studies, as each colony is a unit on its own (the super-organism) characterized by a particular social environment.

## Conclusions

This study is an important advance in the molecular characterization of the mating process in the honey bee *Apis mellifera*, a model system for sociobiology and the most important managed crop pollinator. Our results are partially in line with previous studies, but demonstrate interesting mismatches, denoting the importance of consistent experimental design in genomic studies. By uncovering many important biological functions associated with the mating process, this study also stresses once more the complexity of this behaviour and the need in the future to isolate the single components (e.g., mating flights and copulation) and analyse them separately. In addition, this study focused on Australian honey bees, which comprise one of the last populations free of the invasive parasitic mite *Varroa destructor* [91–93]. As such, our results provide a biological baseline that can be used as a reference to understand the impact of external challenges on bee decline in the Western world [94]. At the same time, this important difference in parasite load between populations of honey bees could underlie the differences in patterns of gene expression revealed by our comparative analyses. Future studies need to focus on determining the mechanisms behind cross-study variation to isolate key and repeatable differences in gene expression during the mating process in honey bees, as well as the impact of important parasites and pathogens on this process.

## Availability of supporting data

RNAseq raw sequence reads and normalized expression values for each gene are available in the NCBI Gene Expression Omnibus repository, Series record GSE65833 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=oludywiunlwblgd&acc=GSE65833. Other data sets supporting the results of this article are included within the Additional files.

## Ethics

For this study honey bees from commercial colonies were used and therefore no ethics statement is required.

## Additional files

Additional file 1:
**Summary statistics for Illumina HiSeq, read preparation and alignment to the honey bee genome.**
Additional file 2:
**Comparative studies.** Overlap analyses with previous microarray studies on the effect of mating and CO_2_-narcosis on gene expression in honey bees. Additional file 3:
**Overlap analysis with Kocher et al. [** 22]. Genes that were significantly differentially expressed between mated and virgin queens in both studies. Additional file 4:
**Overlap analysis with Kocher et al. [** 31]. Genes that were significantly differentially expressed between mated and virgin queens in both studies. Additional file 5:
**Overlap analysis with Niño et al. [** 50]. Genes that were significantly differentially expressed between CO_2_-treated and virgin queens in both studies. Additional file 6:
**Genes involved in eye development and visual perception that were differentially expressed between treatments in this study.**
Additional file 7:
**Results of comparative studies.**
Additional file 8:
**Pairwise comparisons.** List of the genes that were differentially expressed between mated and virgin queens at FDR < 0.05. Additional file 9:
**Gene ontology analysis for the pairwise comparison mated vs. virgin.** Significantly enriched GO terms and KEGG pathways (functional annotation chart, P-value < 0.05) and details on associated genes for terms of interest. Additional file 10:
**Pairwise comparisons.** List of the genes that were differentially expressed between CO_2_-treated and mated queens at FDR < 0.05. Additional file 11:
**Gene ontology analysis for the pairwise comparison CO**_**2**_ **-treated vs. mated.** Significantly enriched GO terms (functional annotation chart, *P*-value < 0.05) and details on associated genes for terms of interest. Additional file 12:
**Pairwise comparisons.** List of the genes that were differentially expressed between CO_2_-treated and virgin queens at FDR < 0.05. Additional file 13:
**Gene ontology analysis for the pairwise comparison CO**_2_ **-treated vs. virgin.** Significantly enriched GO terms (functional annotation chart, *P*-value < 0.05) and details on associated genes for term of interests.

## Abbreviations

RNA: Ribonucleic acid
CO_2_: Carbon dioxide
RNAseq: High-throughput RNA sequencing
gDNA: genomic Deoxyribonucleic acid
ddH_2_O: double-distilled water
rRNA: ribosomal RNA
FDR: False discovery rate
qPCR: quantitative real-time polymerase chain reaction
GO: gene ontology
OR: Odorant receptor
OBP: Odorant binding protein
IIS: Insulin/insulin-like signaling pathway
TOR: Target of rapamycin pathway
KEGG: Kyoto encyclopedia of genes and genomes

How the deposited data were processed for this re-analysis (not part of the article)

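RNA from the brains of 12 queens was sequenced, with 4 virgin, 4 mated and 4 CO2-treated queens and 1 library per queen. The queens were sisters from one source colony, so they are replicates within that colony. Reads of 50 bases were trimmed with Trimmomatic, freed of ribosomal reads with SortMeRna, aligned with TopHat to Amel 4.5 and counted with SAMtools idxstats by the authors. The first deposited table holds raw read counts of 15314 genes, to which the authors applied no normalization. The second deposited table holds a score for each gene and queen. The authors made this score from the same counts, and its scaling is not described in the methods. It was checked here that each library had been centred on its mean and divided by its SD over genes, and that each gene had then been centred and divided by its SD over queens (largest difference 4.79e-08). No log and no size factor entered the score, so the tests use the counts alone. Which queens shared a sequencing lane was not analysed here, and neither were the reads themselves.

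Counts were analysed with edgeR 4.0.16 in R 4.3.3. The methods ask for at least 10 reads per sample and state 12992 genes. Of 4 readings of that filter set down before the values were seen, a sum of at least 10 counts over the 12 libraries came nearest, with 13038 genes. A sum of more than 10 counts, which was not among the 4 readings and was tried after seeing the data, gives 12992 genes. Libraries were normalized by TMM. A quasi-likelihood F-test was fitted to all 12 queens with 3 groups, and p values were adjusted by the Benjamini-Hochberg method over all genes tested. The threshold was an adjusted p under 0.05, without a limit on the fold change. The fit had 9 residual and 4.25 prior degrees of freedom and a common dispersion of 0.133. Genes named in the text are those the paper names in its text, Fig. 4 or Fig. 5, or lists under the GO terms it discusses. To these were added, for each comparison, the 3 largest rises and the 3 largest falls past the threshold with an average log2 CPM of at least 1 and no overlap between groups, and the 3 genes with the largest share of counts. Group values are the mean and SD of TMM-normalized CPM. Standard errors are the absolute log2 fold change divided by the square root of the F statistic, so they restate the test. Gene symbols of the current assembly come from RefSeq accessions: 468 of the 1088 listed genes had one, 222 were matched and 23 of those had a symbol other than a locus number.

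The tests were also tested on simulated data with 12954 genes, of which 200 were changed 4-fold. Each gene was drawn independently, so genes that vary together between queens were not simulated. The quasi-likelihood test made no call between 2 simulated groups without a change, the exact test 4 calls with tagwise dispersions and 64 with one common dispersion, and DESeq2 5. With tagwise dispersions the exact test recovered 92.5% of the changed genes, and 11.1% of its 208 calls were unchanged genes. DESeq2 also recovered 92.5%, and 15.5% of its 219 calls were unchanged genes.

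Alternatives were the exact test of edgeR with tagwise dispersions or one common dispersion, DESeq2 1.42.0, a robust fit, DESeq2's size factors, total counts without TMM factors, 5 other filters, a fit to only the 2 groups compared, the queen number as a block, 1 surrogate variable from sva 3.50.0, and each queen left out in turn. The block comes from the numbers in the authors' sample names, which name different animals in each group. Components and clusters were computed on log2 CPM with a prior count of 2. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.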

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

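The tests of the splits restricted to same-numbered queens, and the test of whether mated queen 1 was mislabelled, were chosen only after the result was seen.

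In 16 of 204 groups of 4 queens, over the CPM values of 68 genes, 1 queen lay far from the other queens of its group, with a gap above Dixon's 95% critical value for the group's range. By chance about 1 in 20 groups would, which is 10.2 groups. Virgin queen 6 held 5 of the 16, with 45.1 CPM of GB46223 (Obp56d; the others 0.410 to 4.24 CPM), 288 CPM of GB41428 (defensin; 15.4 to 34.8 CPM), 4.09 CPM of GB55263 (CG5065; 0.247 to 0.618 CPM), 2170 CPM of GB52324 (PebIII; 868 to 1020 CPM) and 19.8 CPM of GB55215 (yellow-h; 1.08 to 4.04 CPM). All of these lie above the other virgin queens. Exchanging virgin queen 6 with mated queen 1 gave 737 genes past the threshold between the groups, against 157. If the labels of these 2 queens had been exchanged, virgin queen 6 would lie nearer the other mated queens at most genes. It did so at 10.1% of 179 genes, and mated queen 1 lay nearer the other mated queens at 40.8%. No biological explanation was tested for virgin queen 6, as all virgin queens had the same treatment. Dixon's test looks for 1 queen apart and does not find a split of a group into pairs. Such a split, picked after the values were seen, was in GB43571, with 15336 and 13147 CPM in virgin queens 6 and 4. Virgin queens 2 and 1 had 128 and 78.7 CPM, against 5591 to 18345 CPM in mated and CO2-treated queens. How many genes split this way was not counted, and the cause was not tested.

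In mated queens, queen 4 had 31.4 CPM of GB46302 (norpA; the others 5.42 to 9.37 CPM) and 0.433 CPM of GB53114 (CG32654; 0 to 0.0586 CPM), queen 6 had 1899 CPM of GB51238 (desat1; 374 to 612 CPM), queen 7 had 32.1 CPM of GB44263 (CG7097; 24.3 to 25.2 CPM), and queen 1 had 438 CPM of GB40673 (CG9914; 773 to 835 CPM). In CO2-treated queens, queen 2 had 50.2 CPM of GB46225 (Obp83b; 14.3 to 15.5 CPM), queen 5 had 80.0 CPM of GB53114 (2.42 to 8.78 CPM) and 2.48 CPM of GB44578 (CG15040; 3.09 to 3.19 CPM), and queen 1 had 15.0 CPM of GB48935 (Star; 7.85 to 8.92 CPM). In virgin queens, queen 1 had 0.717 CPM of GB48703 (Or85b; 0.296 to 0.359 CPM) and queen 2 had 4.49 CPM of GB45464 (Strn-Mlck; 0.502 to 1.08 CPM). The TMM factor of CO2-treated queen 1, at 1.29, also lay apart from those of the other CO2-treated queens, the 1 such value among 6 groups of library totals and TMM factors (0.3 by chance). No biological explanation was tested for these values.

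The suffix carried by the names of 4 queens was tested as a mark of a batch. It held 15.7% of the variation within groups, against a median of 9.47% over the 96 placements of the suffix (exact permutation p = 0.156), so the test gave no sign that it marks a batch. A varying amount of retina RNA in the dissected brains may contribute to the differences in photoreceptor genes. Within groups, 8 such genes had a mean correlation of 0.493, at percentile 98.6 of 10000 random sets of similar expression (adjusted p = 0.042 by permutation with Benjamini-Hochberg adjustment). A set of 6 fat body genes had a mean correlation of 0.471 (percentile 93.7) and a set of 9 muscle genes 0.463 (percentile 85.3). The random sets were drawn from the paper's lists, whose genes would carry any such RNA too, so these values cannot tell whether fat body or muscle RNA varied between the brains. GB46302 is among the photoreceptor genes, and its value in mated queen 4 cannot be told apart from this explanation.

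Of the genes past the threshold, 7 are on none of the paper's lists. Between mated and virgin queens these were GB43113 (log2 fold change 0.92), GB47313 (0.80), GB45252 (-1.06), GB45742 (-1.02), GB54353 (-1.11) and GB55787 (-0.82), and between mated and CO2-treated queens GB54410 (1.08). They were named after their values were seen. The groups did not overlap in any of the 7, against 2.86% of genes by chance, and genes past the threshold are selected for such separation. With one common dispersion in edgeR's exact test their adjusted p values ranged from 0.0596 to 0.264.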

How the results depend on the processing

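The alternatives were chosen before the data were examined, except 4 settings and 2 choices of genes or values for the components and clusters, which were chosen after seeing the data and are named as such here. The split tests restricted to same-numbered queens were chosen only after the result was seen. Where a value changed, the cause was not tested unless a test is given.

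The number of genes past the threshold between mated and virgin queens (157), between mated and CO2-treated queens (86), between CO2-treated and virgin queens (2) and in any comparison (180) depended on the test and the scaling. The exact test with tagwise dispersions gave 505, 294, 18 and 609 genes, with one common dispersion 829, 627, 151 and 1087, and DESeq2 640, 421, 20 and 821. Total counts without TMM factors gave 4398 between mated and virgin queens, 0 between CO2-treated and virgin queens (581 with an unadjusted p under 0.05) and 4411 in any comparison, and between mated and CO2-treated queens 24 up-regulated and 73 down-regulated. With only the 2 groups compared in the fit there were 45 between mated and virgin queens, 94 between mated and CO2-treated queens, 0 between CO2-treated and virgin queens (851 unadjusted) and 115 in any comparison. The queen number as a block gave 10 between mated and CO2-treated queens and 0 between CO2-treated and virgin queens (735 unadjusted), and 1 surrogate variable gave 65 between mated and virgin queens. At least 10 counts in every library left 1 gene between CO2-treated and virgin queens. Among settings chosen after seeing the data, more than 10 summed counts with one common dispersion gave 829, 629, 151 and 1088, only the queens without a name suffix gave 102, 5, 0 (418 unadjusted) and 103, and libraries thinned to the smallest total gave 1 between CO2-treated and virgin queens. Leaving out one queen gave from 28 to 279, from 18 to 179, from 1 to 2 and from 45 to 319 genes.

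Of the 35 splits of the 8 queens into 4 and 4, 2 gave as many genes as mated against virgin queens, 1 as many as mated against CO2-treated queens and 2 as many as CO2-treated against virgin queens, the real split included. With one common dispersion these were 3, 2 and 8. Among the splits that part as many same-numbered queens, the quasi-likelihood test gave as many genes in 1 of 8, 1 of 12 and 1 of 12, and one common dispersion in 1 of 8, 1 of 12 and 2 of 12. Both sets are too few splits to give a share under 0.05. Of the 679 genes that only this setting called between mated and virgin queens, 89.0% had a gene-wise dispersion above it, against 56.7% of the 150 genes both tests called and 34.5% of all genes. The 679 genes are selected by a test that uses their own spread, so these shares cannot tell whether one dispersion for all genes understates the spread of variable genes. The share of up-regulated genes between mated and virgin queens was 79.0%. In settings chosen after seeing the data, it was 79.9% in libraries thinned to the smallest total and 78.7% without GB49544. The fit already scales by library size and TMM limits the weight of such a gene, so these values cannot tell whether the larger libraries of mated queens or the share of counts taken by GB49544 play a part. With total counts in place of TMM the share was 3.64%.

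The genes of the GO lists past the threshold (7) numbered 21 with tagwise and 57 with one common dispersion, 22 with DESeq2, 19 with total counts and 2 with at least 10 counts in every library, and from 2 to 12 when one queen was left out. The genes shared with earlier studies (12) numbered 28, 47, 28 and 19 under the same tests and total counts, 2 with only the 2 groups compared, 5 with 1 surrogate variable, and from 0 to 19 when one queen was left out. The first component of group means (90.7%) held 72.8% over all genes, 86.4% with unit variance, 79.5% over 12 queens and, chosen after seeing the data, 80.4% over the paper's genes and 77.0% on the deposited scores. Without 1 queen, over the genes called with all 12 queens, it held from 89.0% to 92.1%. The 4 mated queens on their own side of the clustering were 3 over all genes and 3 over the 1000 most variable genes. Of the choices made after seeing the data, the paper's genes gave 3 and the deposited scores over them gave 4. In the clusterings without 1 queen, over the genes called with all 12 queens, the number was from 3 to 4. Every remaining mated queen was on that side.

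Of 97 gene results, 32 past the threshold, the alternatives set beforehand gave 1316 values. Of these 1125 kept direction and side of the threshold, 49 lost the threshold, 132 gained it and 10 reversed. Of 776 values without one queen, 651 kept both, 111 lost the threshold, 12 gained it and 2 reversed. Between mated and virgin queens, 1 surrogate variable reversed GB50034 (0.19), GB51068 (0.17), GB46225 (-0.27), GB40240 (-0.68) and GB55215 (-0.63). GB40240 was also reversed by total counts (-0.16), but not once the median shift of all genes was taken off. Leaving out mated queen 4 reversed it too (from -0.085 to 1.67 over the fits without one queen). Between mated and CO2-treated queens, the block reversed GB46230 (-0.28), GB46225 (-0.38) and GB50053 (-0.13), 1 surrogate variable reversed GB46230 (-0.12), and leaving out mated queen 4 reversed GB50034 (from -0.50 to 1.88 over those fits). At least 10 counts in every library left 59 of the 97 gene results, and the other genes gave no value under it. The correlation of log2 fold changes with the paper's lists had a jackknife standard error of 0.0154 over the fits without one queen.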

Differences from the paper's values

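All comparisons here were chosen before the data were examined, except where said.

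Between mated and virgin queens, 157 genes passed the threshold (124 up-regulated, 33 down-regulated) against the paper's 829 (654 and 175). Between mated and CO2-treated queens there were 86 (68 and 18) against the paper's 629 (409 and 220), between CO2-treated and virgin queens 2 (2 and 0) against the paper's 151 (117 and 34), and in any comparison 180 against the paper's 1088. Beside the 0 down-regulated genes, 758 genes had an unadjusted p under 0.05 in that comparison. One common dispersion in edgeR's exact test closed the gap for each of these numbers, with 829 (654 and 175), 627 (408 and 219), 151 (117 and 34) and 1087 genes. DESeq2 came within 1.5-fold for mated and virgin queens (640; 450 and 190), for all and up-regulated genes between mated and CO2-treated queens (421 and 310) and for any comparison (821), and the other alternatives closed none of these gaps. More than 10 summed counts with one common dispersion, chosen after seeing the values, gave 829, 629 (409 and 220), 151 and 1088 genes.

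The second component of the group means held 9.30% of the variation against the paper's 23%. Over all genes tested it held 27.2%, and no other alternative closed the gap. The paper's genes (19.6%) and the deposited scores over them (23.0%), both chosen after seeing the values, also came close to the paper's share.

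Of the paper's GO lists between mated and virgin queens, 3 genes passed against the paper's 15 for sensory perception, 0 against 8 for detection of stimulus, 2 against 7 for fatty acid metabolic process, 0 against 11 for defense response, 0 against 3 for melanization and 0 against 7 for innate immune response. Between mated and CO2-treated queens 1 passed against the paper's 11 for sensory perception and 1 against 8 for response to organic substance, and between CO2-treated and virgin queens 0 against 7 for cognition. One common dispersion gave the paper's number for each list. Total counts closed the gap for sensory perception (10) and detection of stimulus (6) between mated and virgin queens, and the block did for melanization (2). The other alternatives closed none. Unadjusted p values under 0.05 numbered 2072 genes between mated and virgin queens.

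For Def (GB41428), the summed counts were 5517 in virgin, 1414 in mated and 8292 in CO2-treated queens, against about 1400, about 8300 and about 15000 in Fig. 4, read by eye. The sum over all 12 queens was 15223. The mated sum lies near the figure's virgin bar, the CO2-treated sum near its mated bar and the sum of all queens near its CO2-treated bar. No alternative applies to summed counts.

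The paper states that PDK1 was the only gene of the insulin and TOR pathways that differed between mated and virgin queens, and it reports InR between mated and CO2-treated queens. Here InR (GB49662), which is also on the paper's list, passed between mated and virgin queens (log2 fold change 2.49, adjusted p = 0.0212 by edgeR's quasi-likelihood test) and PDK1 did not (1.29, adjusted p = 0.117 by the same test of edgeR). PDK1 passed with DESeq2 and with the exact test under tagwise dispersions or one common dispersion. The paper gives Or13a as higher in CO2-treated than in mated queens. Of the 2 genes listed as Or13a, GB52377 had a log2 fold change of -1.98 and GB50053 of 1.35, as mated over CO2-treated queens. The paper calls vitellogenin (GB49544) different between mated and virgin queens, and its adjusted p here was 0.0836 by edgeR's quasi-likelihood test. One common dispersion called all genes of the text that the paper lists and that did not pass here, except GB55215 between mated and CO2-treated queens, which passed when the filter was also changed to more than 10 summed counts, a setting chosen after seeing the values.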

Other observations

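The test of whether mated queen 1 was mislabelled was chosen only after the result was seen.

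Mated queen 1 joined the virgin and CO2-treated queens in the clustering of all genes. A mislabelled sample would show the share of counts on GB49544 of the other groups, which was from 0.153% to 5.02%. In mated queen 1 the share was 13.7%, and in the other mated queens from 23.2% to 42.7%. The test of exchanged labels went the other way for this queen, which lay nearer the other mated queens at only 40.8% of 179 genes. No biological explanation was tested.

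The deposited scores were compared with the directions of the paper's lists. Of the 654 genes listed as higher in mated than in virgin queens, 527 had a higher mean score in mated queens, and of the 175 listed as lower, 149 also had a higher mean score. Without GB49544 in the mean and SD of each library, 104 of the 175 were still higher, and without the 10 genes with most counts 93 were. The genes with the next highest counts still enter the SD after that, so these values cannot tell how far a few genes with very high counts account for the higher scores. The 1094 genes with no count in any queen had scores of at least 0.965 in mated queens and at most 0.174 in the others, and 677 (62.2%) of the 1088 listed genes had a correlation above 0.9 with that profile.

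The log2 fold changes correlated with those of the paper's lists across genes, which are not independent replicates, with r = 0.99998 over the 829 genes listed for mated and virgin queens, and all 829 had the same sign. Of the listed genes, 150 (18.1%) of 829, 84 (13.4%) of 629 and 2 (1.32%) of 151 passed the threshold of the quasi-likelihood test.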
